# Control of translation during the unfolded protein response in maize seedlings: Life without PERKs

**DOI:** 10.1002/pld3.241

**Published:** 2020-07-30

**Authors:** Pulkit Kanodia, Paramasivan Vijayapalani, Renu Srivastava, Ran Bi, Peng Liu, W. Allen Miller, Stephen H. Howell

**Keywords:** ER stress, protein synthesis, ribosome profiling, ribosome‐protected fragments, stress granules, translation efficiency

## Abstract

The accumulation of misfolded proteins in the endoplasmic reticulum (ER) defines a condition called ER stress that induces the unfolded protein response (UPR). The UPR in mammalian cells attenuates protein synthesis initiation, which prevents the piling up of misfolded proteins in the ER. Mammalian cells rely on Protein Kinase RNA‐Like Endoplasmic Reticulum Kinase (PERK) phosphorylation of eIF2α to arrest protein synthesis, however, plants do not have a PERK homolog, so the question is whether plants control translation in response to ER stress. We compared changes in RNA levels in the transcriptome to the RNA levels protected by ribosomes and found a decline in translation efficiency, including many UPR genes, in response to ER stress. The decline in translation efficiency is due to the fact that many mRNAs are not loaded onto polyribosomes (polysomes) in proportion to their increase in total RNA, instead some of the transcripts accumulate in stress granules (SGs). The RNAs that populate SGs are not derived from the disassembly of polysomes because protein synthesis remains steady during stress. Thus, the surge in transcription of UPR genes in response to ER stress is accompanied by the formation of SGs, and the sequestration of mRNAs in SGs may serve to temporarily relieve the translation load during ER stress.

## 1 INTRODUCTION

A major challenge for plant scientists is to understand how plants adapt to climate change given the prediction for greater weather extremes in the future. Adverse environmental conditions, such as elevated temperatures, tend to exacerbate error‐prone processes in plants, such as the folding of proteins in the endoplasmic reticulum (ER) (Howell, 2013; Nakajima & Suzuki, 2013; Strasser, 2018). Errors in protein folding lead to the accumulation of misfolded proteins, a potentially toxic condition termed “ER stress” (Walter & Ron, 2011). ER stress induces an adaptive response called the unfolded protein response (UPR) which helps to mitigate the damage caused by stress and to protect plants from further stress. The UPR upregulates the expression of genes that aid in protein import, folding, quality control, and export (Iwata & Koizumi, 2005; Kamauchi, Nakatani, Nakano, & Urade, 2005; Martinez & Chrispeels, 2003; Srivastava et al., 2018).

The UPR is highly conserved among eukaryotic organisms, and in mammalian cells the UPR leads to an attenuation in protein synthesis initiation (Harding, Novoa, et al., 2000). The slow down in protein synthesis lightens the load for the protein folding machinery and prevents further buildup of misfolded proteins in the ER. Translation initiation in mammalian cells is attenuated by the action of Protein Kinase RNA‐Like Endoplasmic Reticulum Kinase (PERK) (Yan et al., 2002), an ER membrane enzyme which is activated by ER stress to phosphorylate the translation initiation factor eIF2α (Harding, Novoa, et al., 2000). Phosphorylation of eIF2α inhibits the guanine nucleotide exchange factor eIF2B and thus downregulates the global protein synthesis (Clemens, 2001). PERK is a key component in one of three arms of the UPR signaling pathway in mammalian cells (Yan et al., 2002). Of the other two arms, one involves membrane‐associated bZIP transcription factors, such as ATF6, which are mobilized and relocated to the nucleus in response to ER stress, while the other arm consists of the RNA splicing factor IRE1 that splices XBP1 mRNA in response to stress (Figure 1)

**FIGURE 1:**
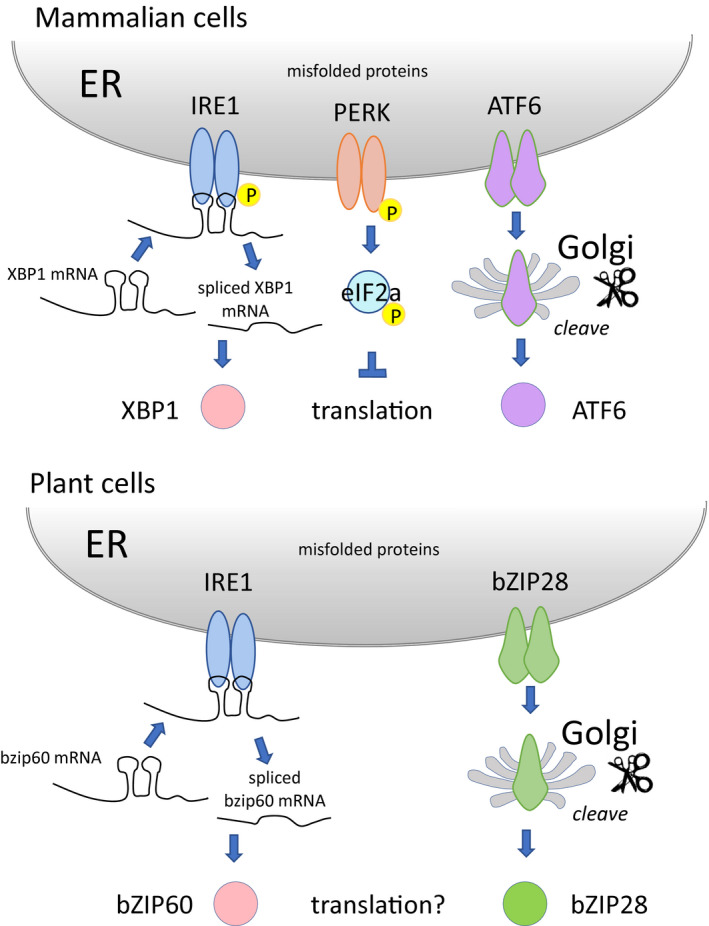
Differences between the UPR in mammalian and plant cells. (a) Mammalian cells have three arms of the UPR signaling pathway including an arm involving Protein Kinase RNA‐Like Endoplasmic Reticulum Kinase (PERK) which phosphorylates eIF2α in response to ER stress, thereby inhibiting translation initiation. (b) Plant cells have two arms of the UPR signaling pathway and do not have a PERK homolog leaving open the question as to whether translation is attenuated in response to ER stress in plants. Not shown is the RIDD activity of IRE1 in which this factor attacks other mRNAs on the ER membrane. ER, endoplasmic reticulum; RIDD, regulated IRE1‐dependent decay; UPR, unfolded protein response

Plants have only two arms of the UPR signaling pathway (Howell, 2013). Similar to mammalian cells, plants, such as Arabidopsis, have an arm of the pathway comprised of membrane‐associated transcription factors bZIP17 and bZIP28, and an arm involving IRE1, which in the case of plants splices the mRNA for bZIP60 (Deng et al., 2011; Nagashima et al., 2011). Plants do not have a PERK homolog, which leads one to ask whether plants control translation in response to ER stress. This is a critical issue because PERK is essential for translational regulation and cell survival in mammalian cells (Harding, Zhang, Bertolotti, Zeng, & Ron, 2000). Arabidopsis has an eIF2α homolog that is phosphorylated in response to various stresses, including ER stress (Izquierdo et al., 2018; Zhang et al., 2008). However, the phosphorylation of eIF2α in response to ER stress in Arabidopsis is GCN2 dependent (Zhang et al., 2008). GCN2 is not an ER factor, and so it is not understood how it is activated by ER stress and whether eIF2α phosphorylation affects translation in plants (Browning & Bailey‐Serres, 2015). Arabidopsis eIF2α is also phosphorylated following treatment with herbicides, such as glyphosate or chlorsulfuron, that block amino acid biosynthesis (Lageix et al., 2008; Zhang et al., 2008).

Another means by which ER stress can attenuate general protein synthesis is through the activation of regulated IRE1‐dependent decay of mRNA (RIDD) (Hollien & Weissman, 2006). RIDD involves the promiscuous attack by IRE1’s RNase activity on RNA substrates other than its normal splicing targets. In Drosophila, IRE1 attacks a wide range of substrates consisting of mRNAs encoding secreted proteins (Gaddam, Stevens, & Hollien, 2013). However, in mammalian cells RIDD is more specific, attacking mRNAs with hairpin structures and core sequences comparable to those found in its normal RNA splicing target, XBP1 (Gaddam et al., 2013; Kadowaki & Nishitoh, 2019; Moore & Hollien, 2015). RIDD has also been observed in plants, and in Arabidopsis, RIDD has a wide range of RNA targets encoding secreted proteins (Mishiba et al., 2013). In maize, RIDD appears to have some preferred targets including the mRNAs encoding a family of secreted peroxidases (Srivastava et al., 2018). However, the extent of RIDD activity has not been assessed in maize to determine whether RIDD would have a general effect on translation in response to ER stress.

In this study, we subjected maize seedlings to ER stress and determined the effect on translation. This study was preceded by another in which we reported changes in the transcriptome in response to ER stress induced by tunicamycin (TM) treatment (Srivastava et al., 2018). Most notable among the events was a burst in canonical UPR gene expression from 6 to 12 hr following the imposition of stress. The fate of these RNA transcripts during the burst in synthesis is not known. A point of interest is whether these UPR transcripts as well as others are translated and thus present on polyribosomes (polysomes) during this period of time.

A fate for some of the UPR gene transcripts could be temporary sequestration in stress granules (SGs). SGs are membraneless aggregates of mRNAs and a variety of other proteins depending on the tissue and developmental stages in which the granules form (Buchan, Yoon, & Parker, 2011; Kosmacz et al., 2019; Wallace et al., 2015). Prominent among the proteins in SGs are RNA‐binding proteins such a polyadenylate(poly A)‐binding protein, a factor that binds to the poly A tails of mRNAs (Anderson & Kedersha, 2006; Chantarachot & Bailey‐Serres, 2018; Kedersha, Gupta, Li, Miller, & Anderson, 1999; Kosmacz et al., 2019). SGs are thought to be formed from mRNAs that are stalled in translation initiation and, therefore, can be found in association with translation initiation factors (Protter & Parker, 2016). SGs are dynamic structures and the mRNAs in the SGs are thought to enter the translation pool once released (Decker & Parker, 2012). SG formation in plants and other organisms has been observed in response to stresses, such as heat, hypoxia, starvation, treatment with metabolic inhibitors, or darkness (Cherkasov et al., 2013; Farny, Kedersha, & Silver, 2009; Jain et al., 2016; Kosmacz et al., 2019; Kroschwald et al., 2015; Sorenson & Bailey‐Serres, 2014). However, accumulation of SGs has not been demonstrated in response to ER stress in plants.

Here, we use ribosome profiling (Ingolia, Ghaemmaghami, Newman, & Weissman, 2009; Juntawong, Hummel, Bazin, & Bailey‐Serres, 2015) and polysome analyses to determine whether there are general translation changes in response to ER stress in maize seedlings. We find that, despite a burst of UPR gene transcription upon ER stress treatment, there is little change in translation. As a result, translation efficiency declines on a per RNA basis suggesting that some of the transcripts are not engaged by the translational machinery. We provide evidence that many of the UPR gene transcripts are not loaded onto polysomes, but they accumulate in SGs instead.

## 2 MATERIALS AND METHODS

### 2.1 Plant material

Tunicamycin treatment was performed largely as in Srivastava et al. (2018). In brief, sterile maize B73 seeds were placed in sterile Sigma bottles (Cat No V8630‐E100) with two layers of wet filter paper. The seeds were incubated at 30°C for 2 days then transferred to an illuminated incubator at 23°C for 7 days. Seedlings were treated with 5 µg/ml TM in DMSO for 0, 6, 12 hr and 12 hr mock treated.

### 2.2 RT‐PCR and qRT‐PCR analysis

Total RNA of maize seedling roots was extracted using RNeasy Plant mini kit (Qiagen) according to the manufacturer's instructions. RNA loaded onto polysomes (fractions 17‐24) was extracted using TRIzol (Invitrogen). Isolated RNA was reverse transcribed using Maxima H Minus First Strand cDNA Synthesis Kit (Thermo Scientific). For qPCR, 10‐fold (polysome RNA) or 20‐fold (total RNA) diluted cDNA, 10 pmol primer, and iQ SYBR Green Supermix (Bio‐Rad) were used for amplication in an iCycler IQ system (Bio‐Rad Laboratories). The qPCR data were normalized using tubulin (Zm00001d013367) as a standard for the polysome RNA analysis and ubiquitin (LOC100192952) for SG RNA analysis.

### 2.3 Polysome profiling

Polysomes were extracted from root tissue (0.3 g), which was flash frozen, ground in a mortar and pestle with liquid N2, and thawed in polysome extraction buffer (Chotewutmontri, Stiffler, Watkins, & Barkan, 2018) with modifications (50 mM Tris‐acetate (pH 8), 0.2 M KCl, 15 mM MgCl_2_, 0.2 M sucrose, 2 µg/ml pepstatin, 1 tablet/10 ml protease inhibitor, 2% polyoxyethylene‐10‐tridecyl ether, 1% Triton X‐100, 20 mM β‐mercaptoethanol, 3 mM DTT, 0.5 mg/ml heparin, 100 µg/ml chloramphenicol, 100 µg/ml cycloheximide). The homogenate was passed through a 40 µ filter followed by centrifugation at 4,700 *g* for 1 min at 4°C. The supernatant was collected and centrifuged at 21k *g* for 5 min at 4°C and centrifugation was repeated twice. The polysome extract was either used for fractionation immediately or flash frozen and stored at −80°C. The extract was layered onto 25%–65% sucrose gradient (50 mM Tris acetate (pH 8), 50 mM KCl, 15 mM MgCl2, 100 μg/ml cycloheximide, 100 μg/mL chloramphenicol) and centrifuged in a SW41 rotor (Beckman Coulter) at 35k g, 4°C, for 9 hr. Polysomes were fractionated using a Piston Gradient Fractionator (BioComp) equipped with a Econo UV monitor (Bio‐Rad) according to the manufacturer's instructions. Data were acquired using WinDAQ software (DATAQ Instruments).

### 2.4 Ribsome profiling library preparation

#### 2.4.1 RNase1 digestion

Ribosome profiling protocols from others were used with minor modifications (Chotewutmontri et al., 2018; Chung et al., 2015; Hsu et al., 2016). About 250 mg of 10‐day‐old maize B73 seedling roots (in biological duplicates) were ground with liquid N_2_ in 2.5 ml of polysome extraction buffer (PEB; 50 mM Tris‐Acetate (pH 8), 200 mM KCl, 15 mM MgCl_2_, 1% (v/v) Triton X‐100, 2% (v/v) polyoxyethelene 10‐tridecylether, 200 mM sucrose, 100 µg/ml cycloheximide, 100 µg/ml chloramphenicol, 20 mM β‐mercaptoethanol). The crude lysate was filtered through a 40 µm cell strainer (Falcon 08‐771‐1) by centrifugation at 4,000 *g* for 2 min. The flow through supernatant was further clarified by centrifugation at 21k *g* for 15 min. 300 µl of clarified lysate were aliquoted for total RNA extraction. For RPF generation, the remaining lysate was adjusted to A_254_ = ~10 (Lysate—PEB) with PEB. About 600 µl of the adjusted lysate were digested with 15 µl RNase1 (Ambion AM2295) for 30 min at 28°C on a shaker with slow speed. To terminate RNase digestion, 15 µl SUPERase‐In (Ambion AM2696) were added. For each sample, two‐aliquots of 600 µl (technical reps) were used and pooled after ultracentrifugation. The RNAse‐digested lysate was layered on a precooled 330 µl sucrose cushion (1 M sucrose, 40 mM Tris‐acetate (pH 8), 100 mM KCl, 15 mM MgCl_2_, 100 µg/ml cycloheximide, 100 µg/ml chloramphenicol, 10 mM β‐mercaptoethanol) in ultracentrifuge tubes (Thermo Scientific #45237) and subjected to ultracentrifugation at 131k *g* (57,000 rpm) for 90 min at 4°C in a Sorvall mini ultracentrifuge (Discovery M150) with S150‐AT fixed angle rotor (Thermo Scientific 45582). The pellet was resuspended in 150 µl ribosome dissociation buffer (10 mM Tris‐HCl (pH 7.5), 10 mM EDTA (pH 8), 5 mM EGTA (pH 8), 100 mM NaCl).

#### 2.4.2 Preparation of RPFs

RNA was purified by TRIzol extraction method until the phase separations step followed by addition of an equal volume of ice‐cold 100% ethanol to the aqueous phase and further purification using Zymo RNA Clean & Concentrator™‐5 columns (Zymo R1016) according to the manufacturer's protocol and quantified using a Nanodrop spectrophotometer. Quality of RPFs was assessed by electrophoresis of denatured RNA in a 15% TBE‐Urea gel (Invitrogen EC6885BOX) at 120 V for 5 min and 200 V for 55 min, staining the gel with SYBR gold (Invitrogen S11494) and determining the sharpness of the RPF band between the 28 nt and 34 nt RNA size markers. If the RPF bands appeared sharp for all samples, the RNAs from two technical duplicates were pooled for each sample. Subsequently, 10 µg RNA was treated with 1 µl Turbo DNase (Ambion AM2238) in a 50 µl reaction with 1x Turbo DNase buffer at 37°C for 30 min followed by addition of 1 µl more Turbo DNase and incubation at 37°C for additional 30 min, purification by Zymo RNA clean & concentrator −5 columns (Zymo R1016) and quantification with a Nanodrop spectrophotometer. Quality of the DNase‐treated RNA was assessed as above. rRNA depletion was carried out using a half reaction of Ribo‐Zero for plant seed/root kit (Illumina MRZSR116) per ~5 to 10 µg of DNAse‐treated RNA sample followed by RNA clean up using Zymo RNA clean & concentrator −5 columns (Zymo R1016) according to the Illumina TruSeq Ribo Profile kit protocol (Illumina 15066016). RNA was quantified using a Qubit RNA HS kit (Invitrogen Q32852) yielding ~20% recovery from the input.

For size‐selecting the RPFs, denatured rRNA‐depleted RNA was subjected to electrophoresis on a 15% TBE‐Urea gel (Invitrogen EC6885BOX) at 120 V for 5 min and 170 V for 85 min, stained in the gel with SYBR gold (Invitrogen S11494), and visualized on a blue light transilluminator. The gel region between 28 nt and 34 nt RNA size markers was excised and transferred to a 0.5 ml tube with a hole at the bottom made by a 18 G syringe needle, and the tube was placed a 2 ml microfuge tube. The tube was then centrifuged at 21k *g* for 2 min at 4°C to crush the gel slice and transfer its contents to the 2 ml microfuge tube. About 500 µl of RNA gel extraction buffer (0.3 M NaOAc (pH5.5), 1 mM EDTA (pH 8), 10 mM Tris‐HCl (pH 7.5), 0.25% (w/v) SDS) was added and incubated overnight at 4°C on a shaker. Eluted RPFs were filtered through 0.22 µ SpinX cellulose acetate filter columns (Sigma‐Aldrich CL8161). About 2 µl of Glyco Blue (Ambion AM9516) and equal volume of ice‐cold 100% isopropanol were added to the supernatant, and RPFs were precipitated at −80°C for 3 hr followed by centrifugation for 45 min at 21k *g* at 4°C, washing with ice‐cold 80% ethanol, and resuspending the pellet in 3.5 µl water.

Prior to library preparation, RPF ends were repaired using T4PNK kit (Thermo Scientific EK0031) as follows: 3.25 µl RNA was incubated at 70°C for 3 min and transferred to ice, followed by addition of 0.5 µl 10x T4 PNK buffer A (no ATP), 0.25 µl superase‐IN, 0.5 µl T4PNK enzyme, incubation at 37°C for 30 min, addition of 0.5 µl 10 mM ATP, incubation at 37°C for 1 hr. Following the addition of 5.5 µl water, the reaction was incubated at 75°C for 10 min and transferred to ice. Subsequently, cDNA libraries were prepared using Nextflex small RNAseq kit v3 (Bioo Scientific 5132‐05) according to the manufacturer's protocol and 12 cycles of PCR. Quality of the libraries was assessed using an Agilent bioanalyzer high sensitivity DNA Assay kit. Libraries were quantified using Qubit dsDNA HS Assay kit (Invitrogen Q32854), diluted and pooled together with RNAseq cDNA libraries for sequencing at the Iowa State University DNA Sequencing Facility on an Illumina HiSeq 3000 instrument.

### 2.5 RNAseq library preparation

Total RNA was extracted from 300 µl aliquoted clarified lysate using a TRIzol extraction method until the phase separation step and was followed by adding an equal volume of ice‐cold 100% ethanol to the aqueous phase and further purification using Zymo RNA clean & concentrator −5 columns (Zymo R1016) according to the manufacturer's protocol and quantified using a Nanodrop spectrophotometer. Integrity of total RNA was assessed by electrophoresis followed by DNase treatment and integrity assessment of DNase‐treated total RNA for ribo‐seq samples. rRNA depletion was carried out using half reactions of Ribo‐Zero for plant seed/root kit (Illumina MRZSR116) per ~5 µg of DNAse‐treated total RNA sample followed by RNA clean up using Zymo RNA clean & concentrator −5 columns (Zymo R1016) according to the Illumina TruSeq Ribo Profile kit protocol (Illumina 15066016). Total RNA was subjected to random fragmentation by alkaline hydrolysis as follows: 10 µl total RNA (~1 µg) mixed with 10 µl 2x fragmentation buffer (2 mM EDTA (pH 8), 12 mM Na_2_CO_3_, 88 mM NaHCO_3_), incubated at 95°C in a thermocycler for 20 min. The reaction was terminated by addition of 280 µl stop solution (0.3 M NaOAc, 53.6 µg/ml Glyco Blue) and 750 µl ice‐cold 100% ethanol followed by precipitation at −80°C for 3 hr. RNA was precipitated by centrifugation at 21k *g* for 45 min at 4°C and washed with ice‐cold 80% ethanol and resuspended in water. Size‐selection was carried out as above by excising the gel region between 28 nt and 34 nt RNA size markers. RNA was purified, end repaired and cDNA libraries were prepared as above. Quality of the libraries was assessed using an Agilent bioanalyzer high sensitivity DNA Assay kit. Libraries were quantified using Qubit dsDNA HS Assay kit (Invitrogen Q32854), diluted and pooled together with ribo‐seq cDNA libraries according to the DNA sequencing facility requirements at Iowa State University.

Ribo‐seq and RNAseq pooled libraries were multiplexed and sequenced in two lanes using an Illumina HiSeq 3000 to yield single‐end 50 bp reads. Because of low depth of ribo‐seq sequences, samples were pooled and resequenced in additional two lanes using Illumina HiSeq 3000 to yield single‐end 50 bp reads.

### 2.6 Ribo‐seq and RNAseq analysis

The quality of raw sequencing reads was assessed using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Cutadapt 1.16 (http://journal.embnet.org/index.php/embnetjournal/article/view/200) was used to remove adapters from raw sequencing reads using the following parameters: “‐a TGGAATTCTCGGGTGCCAAGG—discard‐untrimmed—minimum‐length 23.” Adapter‐trimmed reads were further processed to trim the four random bases, that were added to both ends of ribo‐seq and RNAseq reads during library preparation, using cutadapt 1.16 with the following parameters: “‐u 4 ‐u ‐4.” Subsequently, ribo‐seq reads that were 27 nt to 32 nt in length and RNAseq reads from 25 nt to 40 nt were retained, and the rest were filtered out. Subsequently, noncoding RNA (rRNA, snoRNA and tRNA) was depleted by mapping the reads to the maize ncRNA reference file (ftp://ftp.gramene.org/pub/gramene/CURRENT_RELEASE/fasta/zea_mays/ncrna/) using bowtie 1.2 (https://genomebiology.biomedcentral.com/articles/10.1186/gb‐2009‐10‐3‐r25) with the following parameters: “‐n 0 ‐l 23” and retaining only the unmapped reads. ncRNA‐depleted reads were subsequently mapped to maize cDNA and CDS reference transcriptomes (ftp://ftp.gramene.org/pub/gramene/CURRENT_RELEASE/fasta/zea_mays) using bowtie 1.2 with following parameters: “‐l 23 ‐v 2 ‐m 20—best ‐k 1” and only aligned reads were retained. cDNA and CDS‐aligned files were converted from sam to bam, sorted, indexed, and read counts were extracted using samtools view, sort, index, and idxstats tools, respectively (Li et al., 2009). All transcriptome‐level read counts were consolidated as gene‐level read counts. Pearson correlation data were plotted from CDS‐aligned read counts using the tool corrplot (https://github.com/taiyun/corrplot) in R studio after discarding genes that have zero read count in all the samples. True RPF characteristics, that is, RPFs mapping predominately to CDSs and showing triplet periodicity, were assessed with the R package ribo‐seqR (Hardcastle, 2014) using cDNA‐aligned ribo‐seq and RNAseq reads.

Sorted and indexed alignment bam files were run through igvtools with zoom level “7,” window function “mean” and window size “10.” The tdf files generated were used to make read coverage plots using Integrated Genomics Viewer (Thorvaldsdottir, Robinson, & Mesirov, 2013). Statistical analyses were performed using CDS‐aligned ribo‐seq and RNAseq read counts as follows. For identification of genes with differential translation efficiency, the CDS‐aligned read counts data were normalized to the housekeeping gene, actin. We used a Poisson distribution to model RNAseq data, while a zero‐inflated Poisson distribution to model the ribo‐seq data for dealing with the excess of zeros in RPF samples. Then we adopted a hierarchical modeling framework to assess the change of translational efficiency between time points. The level 1 model is a generalized linear mixed model that simultaneously models the expression means of ribo‐seq and RNAseq data, with abundance level, time point, and change of translational efficiency between time points as fixed effects, pairing signal between RPF and mRNA samples as a random effect. The level 2 models are for each dependent variable involved in level 1 model. For example, the parameter of change of translational efficiency for each gene is modeled as a mixture of 1 (for those genes without change of translational efficiency) and a Gamma distribution (for those genes with change of translational efficiency). Non‐informative priors were utilized to represent all uncertainties within the model. Posterior inferences such as calculating the posterior mean of the change of translational efficiency, or testing whether the translational fold change falls in a certain interval (e.g., at least twofold) while controlling FDR, were implemented via Markov Chain Monte Carlo sampling scheme. Details on the statistical method we proposed are in Supplemental Methods 1. The histogram and scatterplots were generated using ggplot2 in R studio (Wickham, 2016).

### 2.7 GO term enrichment analysis

For identification of differentially expressed genes from total reads and RPF reads, edgeR (Robinson, McCarthy, & Smyth, 2010) was used with actin normalization and genes with more than twofold change and with Hochberg multiple correction of FDR <0.05 were retained. AgriGO version 2 (http://bioinfo.cau.edu.cn/agriGO/) was used for singular enrichment analysis using hypergeometric test, multitest adjustment by Hochberg FDR <0.05 and minimum number of mapping entries set as 3. Negative log10 of corrected p‐values was calculated and top ten GO terms in each of the three categories were plotted. The background used by AgriGO was locus ID v3.30 (Gramene release 50).

### 2.8 PAB2 cloning

Maize polyA binding protein2 (PAB2) was identified in a blast search of maize sequences from Maize GDB using the Arabidopsis PAB2 (At4g34110) sequence. The ORF of the maize PAB2 homolog, Zm00001d005276 (GRMZM2G102829) was amplified from cDNA and cloned at the AscI and XbaI sites of the vector pSKM36 (Liu, Srivastava, Che, & Howell, 2007). A YFP tag was inserted at the C‐terminus of PAB2 to generate ZmPAB2‐YFP. The DNA was sequenced and aligned for verification.

### 2.9 Protoplast preparation and treatment

Leaf mesophyll protoplasts were prepared from B73 maize seedlings as described by Sheen et al, (http://molbio.mgh.harvard.edu/sheenweb/protocols_reg.html). DNA was purified using the Plasmid Miniprep Kit from Sigma and adjusted at a concentration of 1 µg/µl for transfection into protoplasts. After transformation, the protoplasts were incubated overnight. TM (5 µg/ml) treatment was carried out the next morning for 3 and 6 hr. Untreated protoplasts and protoplasts TM treated for 3 and 6 hr were visualized for SGs using a Leica SP5X MP confocal laser scanning microscope with a 63X oil immersion objective lens and excitation and emission wavelengths set at 520 and 550 nm for YFP.

### 2.10 SG enrichment

Untreated and 6 hr TM‐treated protoplasts were collected by centrifugation and the pellets were frozen for SG isolation. SG purification was adapted from Wheeler, Jain, Khong, and Parker (2017). The protoplasts were resuspended in 1 ml SG lysis buffer. Lysis buffer was prepared fresh before lysing cells; 50 mM Tris‐HCl (pH 7.4), 100 mM KOAc, 2 mM MgOAc, 0.5 mM DTT, 50 µg/ml heparin, 0.5% NP40, complete mini EDTA‐free protease inhibitor (1 tablet/50 ml lysis buffer, Sigma‐Aldrich), 1 U/ml RNasein Plus RNase Inhibitor (N2615, Promega). The resuspended protoplasts were lysed by passage through a 25G needle seven times at 4°C. The lysate was transferred to a microcentrifuge tube, centrifuged at 1,000 *g* for 5 min at 4°C to remove cell debris. The supernatant was transferred to a new microcentrifuge tube and centrifuged at 18k *g* for 25 min at 4°C to enrich for SG cores in the pellet. The supernatant was discarded and the pellet was checked under a microscope for fluorescence. The pellet was resuspended in 1 ml SG lysis buffer and then, centrifuged again at 18k *g* for 25 min at 4°C. The pellet so obtained was resuspended in 300 µl SG lysis buffer and centrifuged at 850 *g* for 2 min at 4°C. The supernatant representing the SG core‐enriched fraction was transferred to a new microcentrifuge tube, and RNA was extracted from this fraction using TRIzol (Invitrogen) following the manufacturer's protocol.

### 2.11 SUnSET assays

SUnSET assays were carried out using published protocols with minor modifications (Van Hoewyk, 2016). Nine‐day‐old maize seedlings were treated with water (mock) or 5 µg/ml TM for 6 and 12 hr followed by treatment with 50 µM puromycin solution (Sigma‐Aldrich P8833‐25MG) or water (no puromycin negative control) for 30 min. Seedlings were rinsed with water and 200–300 mg of roots were ground with mortar and pestle in liquid nitrogen followed by addition of protein extraction buffer (20 mM Tris‐HCl (pH 7.5), 50 mM NaCl, 1 mM EDTA (pH 8), 0.1% (v/v) Triton X‐100, 10% (v/v) glycerol, 2 mM NaF, 1 mM PMSF, 5 mM DTT, 1 tablet of Mini Complete protease inhibitor cocktail (Roche 4693124001)). The crude lysate was vortexed, centrifuged at 21k *g* for 3 min at 4°C, and the supernatant was centrifuged again at 21k *g* for 5 min at 4°C followed by quantification using a Qubit protein assay kit (Invitrogen Q33212). About 20 µg of total protein was mixed with equal volume of 2x Laemmli buffer (with β‐mercaptoethanol; BioRad), incubated in boiling water for 5 min and loaded in 4%–15% Mini‐protean TGX stain‐free protein gel (BioRad). Electrophoresis was carried out in 10x Tris/glycine/SDS buffer (BioRad) at 100 V for 100 min followed by imaging for total protein as a loading control. Subsequently, proteins were transferred from gel to a PVDF membrane using Invitrogen iBlot2 instrument, the membrane was blocked with 5% nonfat milk at room temperature (RT) for 1 hr, washed with 1x TBST (Tris‐buffered saline with Tween 20) at room temperature for 5 min, incubated with anti‐puromycin primary antibody (DSHB, University of Iowa, PMY‐2A4) in 0.5% nonfat milk (antibody final concentration was 0.48 µg/ml) overnight at 4°C, washed three times with 1x TBST for 5 min, incubated with secondary antibody (anti‐mouse IgG from sheep‐conjugated with HRP) in 0.5% nonfat milk (3:10,000 dilution) at room temperature for 1 hr and washed three times with 1x TBST for 5 min. Images were developed using a SuperSignal West Pico Plus chemiluminescent kit (Thermo Scientific) according to the manufacturer's protocol.

## 3 RESULTS

### 3.1 Ribosome profiling to assess the level of engagement of UPR gene transcripts by the translational machinery

The UPR is induced in maize seedlings in response to treatment with the ER stress agent, tunicamycin (TM) (Li, Humbert, & Howell, 2012). The induction of the UPR in maize is characterized by a burst in synthesis of mRNAs from the canonical UPR genes (Srivastava et al., 2018). To determine whether these mRNAs became actively engaged in the translational machinery, we conducted ribosome profiling (ribo‐seq) utilizing a modification of techniques developed previously for maize (Chotewutmontri et al., 2018). In our protocol, polysomes and total RNA were isolated in biological duplicates from maize seedling roots at 0, 6, and 12 hr after TM stress treatment. Polysomes were treated with RNase 1 to digest mRNA regions that were not protected by ribosomes, and the ribosome‐protected fragments (RPFs) were used to generate RPF cDNA libraries. Additionally, total RNA was isolated from the same tissues, fragmented by limited base hydrolysis, and used to generate cDNA libraries (Figure 2a).

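Roots of B73 maize seedlings were sampled after 0, 6 and 12 hr in 5 µg/ml TM, which blocks N-glycosylation so that misfolded proteins accumulate in the ER. There were 2 biological replicates per time point, and each of the 6 lysates gave 1 RNAseq and 1 ribo-seq library. The mock treatment mentioned in the methods was not analysed here, so no comparison between time points separates TM from time in culture, and the sample labels give a younger age for the seedlings than the methods do. The authors trimmed the reads, removed those from noncoding RNA, mapped the rest to the coding sequences of B73 RefGen_v4 with Bowtie 1.2 and deposited raw counts per gene, without normalization. A count above 0 in at least 1 library was found for 34686 of the 39498 genes. The RNAseq libraries held 2019128 and 5285471 counts at 0 hr, 9861654 and 3976120 at 6 hr, and 6949768 and 4827189 at 12 hr. The ribo-seq libraries held 3272099 and 5832061 counts at 0 hr, 1667094 and 7507952 at 6 hr, and 3056533 and 12328304 at 12 hr. As in the methods, libraries were scaled to equal counts of actin (Zm00001d013873). A library had 59 to 445 actin counts, so the scaling itself carries counting error that all genes of that library share. Changes in RNA (23721 genes) and in RPFs (20414 genes) were tested with edgeR's quasi-likelihood test. For translation efficiency, 1 model of all 12 libraries compared RPF with RNA counts between time points over 20055 genes, with the lysate as a term.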

**FIGURE 2:**
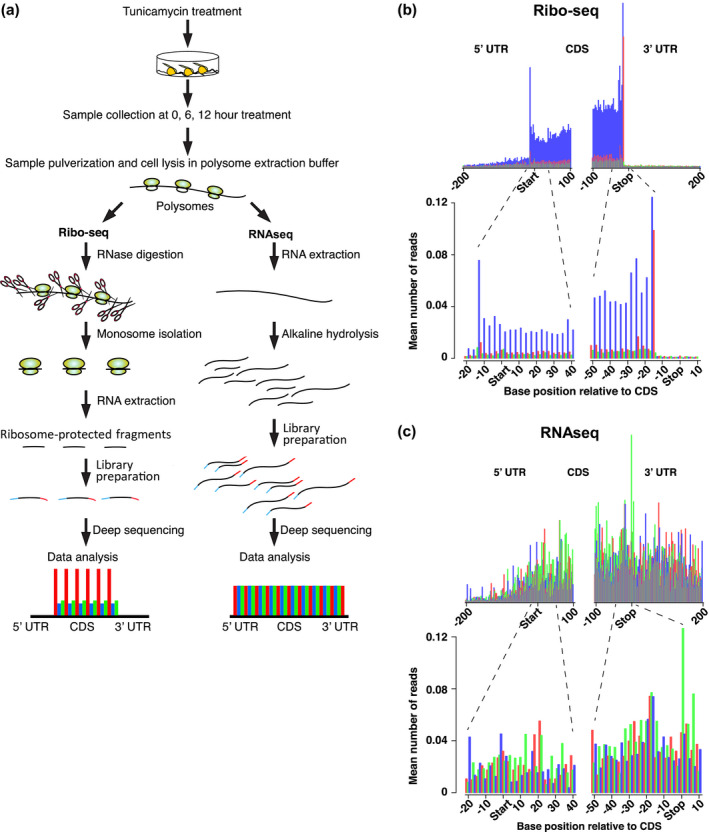
Use of riboprofiling to assess translation efficiency. (a) Ribosome profiling schematics shows the procedures for performing ribo‐seq and RNAseq analysis. (b) Metagene analysis conducted for quality control of the ribo‐seq analysis. Upper profile is a view of the number of reads in the 5′ and 3′ regions of the coding sequences (CDS) and the 5′ and 3′ UTRs for all genes in the analysis, and the lower profile is an expanded view of the 5′ and 3′ regions of the coding sequences. Profiles are plots of the mean number of ribosome protected fragments (RPFs) at various positions along expressed maize genes. RPFs exhibit a triplet periodicity reflecting the saltatory movement of ribosomes during translation. Bar colors correspond to the position in each codon to which the 5′ end of each RPF maps. Alignment of the 5′ ends of the 30 nt RPFs with respect to the base positions of the coding sequence (CDS). Higher peaks indicate ribosome pause sites. (c) Metagene analysis of the RNAseq data in which the mean number of total RNA reads are plotted at various positions along expressed maize genes. Alignment of the 5′ ends of the 30 bp cDNAs from the RNAseq analysis with respect to the base positions of the CDS. Neither the condensed (upper) nor the expanded (lower) profiles show, as expected, triplet periodicity as in the RPFs

From the sequencing data, we assessed the quality of the ribosome profiling reads based on the following criteria: (a) Size distributions of the sequenced reads in the RPF libraries were distributed around a mean of 32–34 nt with a shoulder at around 30 nt (Figure S1), similar to the sizes reported in Arabidopsis and maize (Chotewutmontri et al., 2018; Hsu et al., 2016; Juntawong et al., 2015). The 30 nt footprints in our study agree with those found previously in maize (Chotewutmontri et al., 2018), but are slightly larger than the 28 nt footprints observed in Arabidopsis (Hsu et al., 2016). The reads in the total RNA library were somewhat more broadly distributed but also centered around 31 nt. Thus, the two libraries were similar in terms of sizes of cDNA fragments. (b) Both ribo‐seq and RNAseq libraries showed a high degree of similarity between duplicates as assessed by Pearson correlation coefficient analysis (Figure S2). (c) Because ribo‐seq reads are derived from translating‐ribosome protected mRNA fragments, they map predominantly to the coding sequence and minimally to the UTRs (Figure 2b, upper profile). In contrast, the mapped RNAseq reads have a uniform distribution across the transcripts because they are derived from random fragmentation of total RNA (Figure 2c, upper profile). (d) During translation, ribosomes display saltatory movements, pausing momentarily at each codon. Therefore, upon metagene analysis, the 5′ ends of RPFs map at every third base in the CDS. This property is known as triplet periodicity and is shown exclusively by ribo‐seq data, while the RNAseq data do not show triplet periodicity. Indeed, triplet periodicity was observed in the metagene analysis of RPFs of 30 nt in length (Figure 2b, lower profile). 

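Across genes, Pearson's r between duplicates was 0.954, 0.994 and 0.974 for the RNAseq libraries at 0, 6 and 12 hr and 0.949, 0.975 and 0.958 for the ribo-seq libraries. Libraries of different time points reached similar values, 0.927 to 0.989 over 12 RNAseq pairs and 0.918 to 0.985 over 12 ribo-seq pairs. Abundant mRNAs weigh heavily in r, and the 10 most abundant genes took 5.63 to 7.12% of the counts in an RNAseq library and 2.98 to 3.95% in a ribo-seq library. Without the 10 genes with the largest counts, r between duplicates was 0.95 to 0.99 for RNAseq and 0.948 to 0.971 for ribo-seq. Genes are not independent replicates, so no p is given for r. Duplicates differed by more than the sampling noise in all 6 pairs, with a chi-square per degree of freedom of 4.72 to 12.0 where counting error alone gives 1. No 2 libraries were counted as 1 sample. With actin scaling, the biological coefficient of variation fitted by edgeR was 0.334 in RNAseq and 0.367 in ribo-seq. Error in the actin counts enters these values.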

The 30 nt reads from RNAseq data do not show triplet periodicity (Figure 2c, lower profile). (e) The 5′ ends of the RPFs mapped 13 nt upstream from the start codon in the P site of the ribosome, and 15 nt upstream from the stop codons, indicating that ribosomes disengage from the RNA when encountering a stop codon. These results are consistent with previous observations that about 30 nt of the mRNA are protected from nuclease by the 80S ribosome with about 15 nt between the first nuclease‐accessible nucleotide at the 5’ end of the RPF and the codon in the P site (Ingolia et al., 2009). (f) Another diagnostic feature of true RPFs is the out‐of‐frame peak 15 nt upstream of the stop codon (red bar, Figure 2b). The peak (tallest red bar) reveals that ribosome structure is altered upon release factor binding, allowing RNase 1 to digest the mRNA at a position one nucleotide off relative to that which occurs in mRNA on ribosomes during the elongation phase of translation (Alkalaeva, Pisarev, Frolova, Kisselev, & Pestova, 2006; Chung et al., 2015).

### 3.2 RNA sequencing and ribosome profiling data reveal a decrease in mRNA translation efficiencies in response to ER stress

We compared the ribo‐seq and RNAseq data to assess the level of translational control following TM treatment. To evaluate the efficiency of translation, the abundance of RPFs was compared to that of RNA transcripts obtained from RNAseq analysis of the same samples. Translation efficiency of a mRNA was expressed as the ratio of RPF read counts to RNAseq read counts (Ingolia et al., 2009) at a given timepoint. A generalized linear model was constructed for simultaneously modeling ribo‐seq and RNAseq data, and a hierarchical Bayesian approach was then applied to assess changes of translational efficiency between time points. 

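PAB2 (Zm00001d005276), a poly(A)-binding protein, and alpha tubulin 3 (Zm00001d013367), a cytoskeletal gene used as the qRT-PCR standard, show the size of the ratio and its spread in genes that are not part of the UPR. With each count taken per 100 actin counts of its library, PAB2 had 0.777 and 0.716 RPF counts per RNA count in the 2 lysates of 0 hr and 0.603 and 0.444 in those of 12 hr. For alpha tubulin 3 the ratio was 1.00 and 0.707 at 0 hr and 0.790 and 0.507 at 12 hr. The log2 change in translation efficiency was -0.53 for PAB2 (standard error 0.27, adjusted p = 0.354 from edgeR's quasi-likelihood test) and -0.41 for alpha tubulin 3 (standard error 0.31, adjusted p = 0.507 from the same test). With TMM scaling of each library type in place of actin, the values were -0.06 and 0.06. Without 12 hr replicate 1 they were -0.75 and -0.73 with actin scaling, without 12 hr replicate 2 -0.31 and -0.09, and alpha tubulin 3 had -0.16 and -0.66 without 0 hr replicate 1 and 0 hr replicate 2. The paper's hierarchical Bayesian model was not refitted here. On simulated counts with the means and spread of these libraries, the edgeR model found 53 of 100 genes whose translation efficiency was changed 4-fold. It found 1 of 100 changed 2-fold, among 19474 genes tested. The simulated actin counts carried no error, RNA and RPF counts of a lysate were drawn independently, and the changed genes were well counted ones. The power in the real libraries may thus differ. In the simulation a 2-fold change was mostly missed with 2 lysates per time point.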

The number of genes with significant change in translation efficiency (FDR < 0.05) was plotted against log_2_ fold change in RNA abundance (Figure 3a) and log_2_ fold change in translation efficiency (Figure 3b). We were particulary interested in whether there were changes in translation efficiency of the UPR gene transcripts because levels for many of these RNAs rose, reaching a peak at 12 hr following TM treatment (Srivastava et al., 2018). 

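Translation efficiency was lower at 12 hr than at 0 hr in 81.5% of the 20055 genes tested with actin scaling. It was more than 2-fold lower in 13.9% of the genes and more than 2-fold higher in 1.64%. The genes of lower translation efficiency included the UPR genes BIP2, PDI-2, Derlin 1 and ERDJ3a as well as PAB2 and alpha tubulin 3, though with TMM scaling BIP2, ERDJ3a and alpha tubulin 3 lay above 0. At an unadjusted p under 0.05, 2985 genes were lower and 46 higher with actin scaling, where chance gives 1003 in all. Counts below that of chance come from a conservative test, which cannot show that an excess is absent. That number of 3031 genes was 1132 with TMM scaling and 1088 with total counts, a small excess over chance. It was 609 with alpha tubulin 3, 635 in DESeq2 with its own size factors and 551 without the lysate as a term. It was 2014 without 0 hr replicate 1, 4673 without 0 hr replicate 2 and 1158 without 12 hr replicate 2. With all libraries and actin scaling, none of the genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, and the smallest adjusted p was 0.112. DESeq2 with the actin factors called 11 genes and with its own size factors none, and limma voom called 1. A test that takes counting error as the only error called 9181 genes lower and 608 higher, edgeR without a filter on low counts called 40, and leaving out 12 hr replicate 1 gave 9 and 0 hr replicate 1 gave 1.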

When comparing 12 hr to 0 hr, we observed a decline in translation efficiencies for a sizeable portion of the RNA transcript population (Figure 3b). 

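Over all genes tested, the mean log2 change in translation efficiency from 0 to 12 hr was -0.45, a 1.36-fold lower level. The median was also -0.45, with -0.51 for the lysates of replicate 1 and -0.39 for those of replicate 2. The sources give no pairing of the 0 and 12 hr lysates by replicate number, and the median was -0.29 without 0 hr replicate 1, -0.64 without 0 hr replicate 2, -0.54 without 12 hr replicate 1 and -0.35 without 12 hr replicate 2. The median log2 change was 0.51 in RNA, with -0.000694 in replicate 1 and 1.02 in replicate 2, and -0.01 in RPFs, with -0.50 and 0.57. Both of these medians are smaller than the SD between replicates (0.722 in RNA and 0.753 in RPFs, n = 2). All are relative to actin, a cytoskeletal gene. With TMM scaling, which sets the bulk of genes to no change in each library type, actin itself had a log2 change of -0.53 in RNA (standard error 0.27), -0.10 in RPFs (standard error 0.30) and 0.45 in translation efficiency (standard error 0.32). With TMM the median change in translation efficiency was 0.01 and 9754 of the 20055 genes lay below 0. With alpha tubulin 3 as the standard the median was -0.05.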

The mean level of translation efficiency decline was less than twofold, but substantial considering that it is a change for many genes. Subsequently, edgeR was used with RNAseq and ribo‐seq read counts to identify differentially expressed genes (FDR < 0.05). 

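At 12 hr against 0 hr, 66 genes were higher and 3 lower in RNA, and 28 were higher and 29 lower in RPFs, at an adjusted p under 0.05 from edgeR's quasi-likelihood test (n = 2 libraries per time point). Each of these genes had changed more than 2-fold. The RPF p-values with actin scaling equal normal tail areas of the log2 change over its standard error. The spread between a gene's own duplicates thus hardly enters them, and they may understate the error. For BIP2 in RPFs, this test gave an unadjusted p of 3.51e-08 with actin scaling (log2 2.30, standard error 0.42). With TMM scaling it gave 7.02e-07 (log2 2.36, standard error 0.25). BIP2, the main Hsp70 chaperone of the ER lumen, PDI-2, a protein disulfide isomerase that forms disulfide bonds in secretory proteins, Derlin 1 of ER-associated degradation and the co-chaperone ERDJ3a were all among the 66. The sources used here pair no other identifiers of this list with names. Among genes with a mean of at least 50 counts over the 0 and 12 hr libraries whose 12 hr libraries all lay on 1 side of the 0 hr libraries, the largest rise in RNA was that of Zm00001d043574, with counts of 0 and 0 at 0 hr and 292 and 114 at 12 hr, at least 39.2-fold higher against a floor of 3 counts per library (adjusted p = 7.77e-05), and its RPFs rose by a log2 fold change of 5.10 (adjusted p = 0.000125). Zm00001d037894 had the largest fall, with log2 fold changes of -4.92 in RNA (standard error 0.86, adjusted p = 0.0177) and -5.06 in RPFs (adjusted p = 1.35e-17, but 0.0692 with TMM). Zm00001d043574 had a mean under 50 counts in RPFs, and among the genes that met the rule there the largest rise was that of Zm00001d021120, by a log2 fold change of 3.96 (standard error 0.49, adjusted p = 3.32e-12), and its RNA rose by 4.80. The largest fall in RPFs among them was that of Zm00001d012764, by a log2 fold change of -6.67 (adjusted p = 3.80e-15, but 0.152 with TMM), with 289 and 18 counts at 0 hr and 0 and 9 at 12 hr. With TMM scaling, 40 genes were higher and 36 lower in RNA, 42 of them shared with actin scaling, and 29 were higher and 6 lower in RPFs, 24 of them shared. The counts and their directions shift when single libraries are left out. In RNA, 3215 genes were higher and 42 lower without 0 hr replicate 1, 147 higher and 113 lower without 0 hr replicate 2, 90 and 23 without 6 hr replicate 2, 23 and 0 without 12 hr replicate 1, and 37 and 2 without 12 hr replicate 2. In RPFs, 176 genes were higher and 6 lower without 0 hr replicate 1, but 10 higher and 86 lower without 0 hr replicate 2, and the numbers were 10 and 20 without 6 hr replicate 1, 11 and 20 without 6 hr replicate 2, 7 and 3 without 12 hr replicate 1, and 8 and 11 without 12 hr replicate 2.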

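Genes whose RNA rose from 0 to 12 hr mostly also had more RPFs. Of 65 genes that rose in RNA and were tested in both, 64 had an RPF change above 0 and 20 rose in RPFs as well, among them ERDJ3a and BIP2. The median log2 change of those 65 genes was 2.31 in RNA and 1.59 in RPFs. Across 20055 genes, which are not independent replicates, the log2 change in RPFs had a slope of 0.361 on the log2 change in RNA (R2 of 0.165). The slope was 0.324 within replicate 1 and 0.378 within replicate 2, and 0.598 for genes with at least 100 counts in every library. With the RNA change from one replicate and the RPF change from the other, which share no lysate, it was -0.0126 and -0.00252, and 0.192 and 0.0478 in the other disjoint combination of libraries, which was chosen after seeing the data. The RNA changes of the disjoint libraries correlated at 0.00559 and 0.223 across genes, and where they are nearly unrelated a slope near 0 follows whatever the RPFs did.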

When the log_2_ fold change in RPF abundance was plotted in a scatterplot against log_2_ fold change in RNA abundance it could be seen that there was an increase in a sizeable number of RPFs with increasing RNA abundance (Figure 3c). 

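All 4 UPR genes with a complete locus identifier rose in RNA from 0 to 12 hr, and 2 of them passed the test in RPFs. BIP2 (Zm00001d014993) rose 7.01-fold in RNA (log2 2.81, standard error 0.26, adjusted p = 7.77e-05) and 4.91-fold in RPFs (log2 2.30, standard error 0.42, adjusted p = 6.52e-05), though near-identical BIP copies may share its reads. ERDJ3a (Zm00001d047726) rose in RNA by a log2 fold change of 3.52 (standard error 0.40, adjusted p = 0.000480) and in RPFs by 3.20 (standard error 0.48, adjusted p = 7.29e-08). PDI-2 (Zm00001d005866) rose 6.36-fold in RNA (log2 2.67, standard error 0.32, adjusted p = 0.000669), with a log2 change in RPFs of 1.61 (standard error 0.46, adjusted p = 0.132). Derlin 1 (Zm00001d010368) rose in RNA by a log2 fold change of 2.39 (standard error 0.40, adjusted p = 0.0133), with 1.52 in RPFs (standard error 0.45, adjusted p = 0.18). The p-values are from edgeR's quasi-likelihood test. The RNA change was the larger one in 4 of 4 of these genes and in 63 of the 65 genes that rose in RNA, against 83.3% of all genes tested, and choosing genes by their RNA rise favours that order. With TMM scaling the RPF change was the larger one in BIP2 (2.36 against 2.32) and ERDJ3a (3.25 against 3.15), and the RPF change of PDI-2 passed the test (adjusted p = 0.0166). The RPF call of BIP2 was lost without 12 hr replicate 1 (adjusted p = 0.254), while without 0 hr replicate 1 PDI-2 (0.00517) and Derlin 1 (0.0168) passed.

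**Figure D1:**
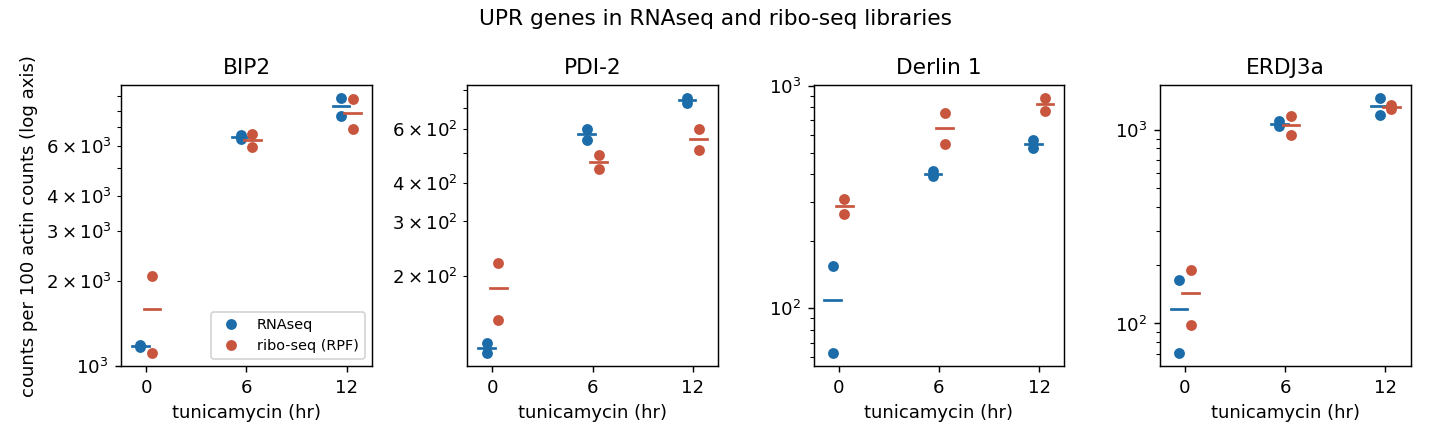
Counts per 100 actin counts of the same library (y axis, log scale) for BIP2, PDI-2, Derlin 1 and ERDJ3a after 0, 6 and 12 hr of TM (x axis). Each point is 1 library, blue for RNAseq and red for ribo-seq, and bars are the means of 2 replicates; in each gene both 12 hr points of a library type lie above both 0 hr points, as do both 6 hr points.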

For many of the UPR genes the increase in RNA abundance exceeded the increase in abundance of RPFs. When the log_2_ fold change in translation efficiency was plotted in a scatterplot against the abundance of various mRNAs, there was a decline in translation efficiency of a sizeable number of genes with increasing RNA abundance (Figure 3d). Also, when the translation efficiencies for mRNAs of some of the canonical UPR genes were compared to the change in abundance of their RNAs, these genes showed a greater increase in RNA abundance compared to most genes, but a decline in translation efficiency (Figure 3d). For example, Derlin 1, a canonical UPR gene (Oda et al., 2006; Srivastava, Liu, Guo, Yin, & Howell, 2009), its mRNA level was upregulated more than fourfold between 0 and 12 hr, while its translation efficiency declined twofold. Similarly, for ERDJ3a, another UPR induced gene (Genereux et al., 2015; Srivastava et al., 2018), its steady state mRNA level increased more than eightfold, while its translation efficiency declined about 1.5‐fold. That trend held for many of the other UPR genes. 

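Across 20055 genes, the log2 change in translation efficiency from 0 to 12 hr had a slope of -0.62 on the log2 change in RNA (R2 of 0.376). Genes at the upper end of RNA, such as PDI-2, Derlin 1, ERDJ3a and BIP2, lay on the side of lower translation efficiency with actin scaling, while with TMM scaling ERDJ3a and BIP2 lay above 0. The change in translation efficiency contains the RNA change with a minus sign, so spread in the RNA measurement alone gives a negative slope. With the RNA change on the x axis taken from one replicate and the change in translation efficiency from the other, the slope was -0.0179 and -0.00843, but the RNA changes of these replicates were nearly unrelated, so that a slope near 0 follows there whatever translation efficiency did. The other disjoint combination of libraries gave -0.0653 and -0.145, and dividing by the covariance of the RNA changes gave -3.38, -1.43, -0.25 and -0.75 over the 4 cases. The slope was -0.40 for genes with at least 100 counts in every library. Differences between duplicates, which hold no treatment, gave slopes of -0.64 (R2 of 0.393) and -0.75 (R2 of 0.335) against -0.66 (R2 of 0.384) for 12 against 0 hr computed in the same way. The contrasts between duplicates, the other combination and the ratios of covariances were chosen after seeing the data.

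**Figure D2:**
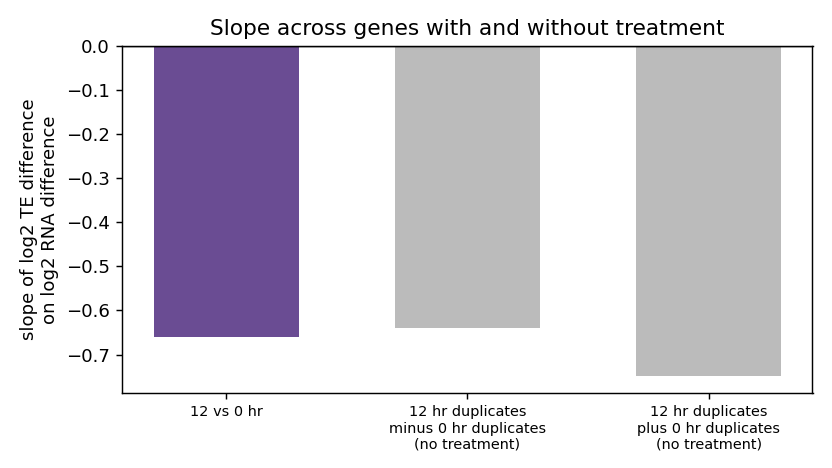
Slope across genes of the log2 difference in translation efficiency on the log2 difference in RNA (y axis). The purple bar is 12 against 0 hr (-0.66) and the gray bars are the contrasts between duplicates, which hold no treatment (-0.64 and -0.75); bars carry no error, since each is 1 regression over 20055 genes.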

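BIP2, PDI-2, Derlin 1 and ERDJ3a stood far above most genes in RNA, by 1.88 to 3.02 on the log2 scale over the median of all genes tested. Their log2 changes in translation efficiency from 0 to 12 hr were all below 0 with actin scaling, from -1.0 to -0.35, and with TMM scaling BIP2 and ERDJ3a lay at 0.03 and 0.11. Relative to the median change of all genes, PDI-2 lay at -0.54 and Derlin 1 at -0.54, while BIP2 lay at 0.01 and ERDJ3a at 0.10. None of the 4 passed edgeR's quasi-likelihood test for translation efficiency, 2 of them (PDI-2 and Derlin 1) had an unadjusted p under 0.05, and DESeq2 with either set of size factors and limma voom called none. Among the 65 genes that rose in RNA, 61 had a translation efficiency below 0 and 41 lay below the median of all genes, with a median of -0.60. In the 28 genes that rose in RPFs the median was -0.24. With TMM scaling these group medians were -0.13 and 0.21. Choosing genes by RNA biases this value down and choosing them by RPFs biases it up.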

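Derlin 1, a membrane protein that serves the export of misfolded proteins from the ER for degradation, had 154 and 62.6 RNAseq counts per 100 actin counts in the 2 replicates at 0 hr and 526 and 571 at 12 hr. Its RPFs were at 310 and 267 per 100 actin counts at 0 hr and at 885 and 773 at 12 hr. RPF counts per RNA count were 2.01 and 4.26 at 0 hr and 1.68 and 1.35 at 12 hr, so that both 12 hr lysates lay below both 0 hr lysates. The log2 change in translation efficiency was -0.99 (standard error 0.33, n = 2 lysates per time point, adjusted p = 0.273 from edgeR's quasi-likelihood test). It was -0.54 with TMM scaling, and the ratio of 0 hr replicate 2 weighs on it, with -0.42 without that lysate and -1.5 without 0 hr replicate 1. The log2 fold change in RNA was 3.13 without 0 hr replicate 1 and 1.83 without 0 hr replicate 2, and the rise in RNA missed the threshold without 12 hr replicate 1 (adjusted p = 0.0738) or 12 hr replicate 2 (adjusted p = 0.0526).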

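ERDJ3a, a J-domain co-chaperone that works with BIP in the ER lumen, rose 11.5-fold in RNA from 0 to 12 hr (18.9-fold without 0 hr replicate 1 and 7.89-fold without 0 hr replicate 2). Its RNAseq counts per 100 actin counts were 168 and 70.0 at 0 hr and 1462 and 1186 at 12 hr. In RPFs, ERDJ3a rose 9.19-fold, from 189 and 98.7 to 1341 and 1277 per 100 actin counts. RPF counts per RNA count of ERDJ3a were 1.12 and 1.41 at 0 hr, 0.899 and 1.06 at 6 hr, and 0.918 and 1.08 at 12 hr. The log2 change in translation efficiency was -0.35 (standard error 0.29, n = 2 lysates per time point, adjusted p = 0.538 from edgeR's quasi-likelihood test). It turned to 0.11 with TMM scaling (standard error 0.25) and was -0.50 without the lysate of 0 hr replicate 1, -0.18 without that of 0 hr replicate 2, -0.23 without that of 12 hr replicate 1 and -0.46 without that of 12 hr replicate 2.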

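PDI-2 and BIP2 act as enzyme and chaperone of protein folding in the ER lumen, and neither passed the test for translation efficiency. RPF counts per RNA count of PDI-2 were 1.96 and 1.19 at 0 hr, 0.808 and 0.821 at 6 hr, and 0.820 and 0.676 at 12 hr. Its log2 change from 0 to 12 hr was -1.0 (standard error 0.30, adjusted p = 0.258 from edgeR's quasi-likelihood test), -0.53 with TMM scaling, -0.68 without 0 hr replicate 1 and -1.4 without 0 hr replicate 2. For BIP2 the ratio was 1.75 and 0.945 at 0 hr and 0.989 and 0.897 at 12 hr, and 12 hr replicate 1 thus lay between the 0 hr lysates. The log2 change of BIP2 was -0.44 (standard error 0.33, adjusted p = 0.496 from the same test), 0.03 with TMM scaling, -0.01 without 0 hr replicate 1 and -0.89 without 0 hr replicate 2. Whether PDI-2 and BIP2 differ was not tested. The paper interprets the lower translation efficiency of UPR genes as more RNA being made from them than was translated in this time. It also examined this by polysome profiles, SUnSET assays and qRT-PCR of polysomal RNA.

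**Figure D3:**
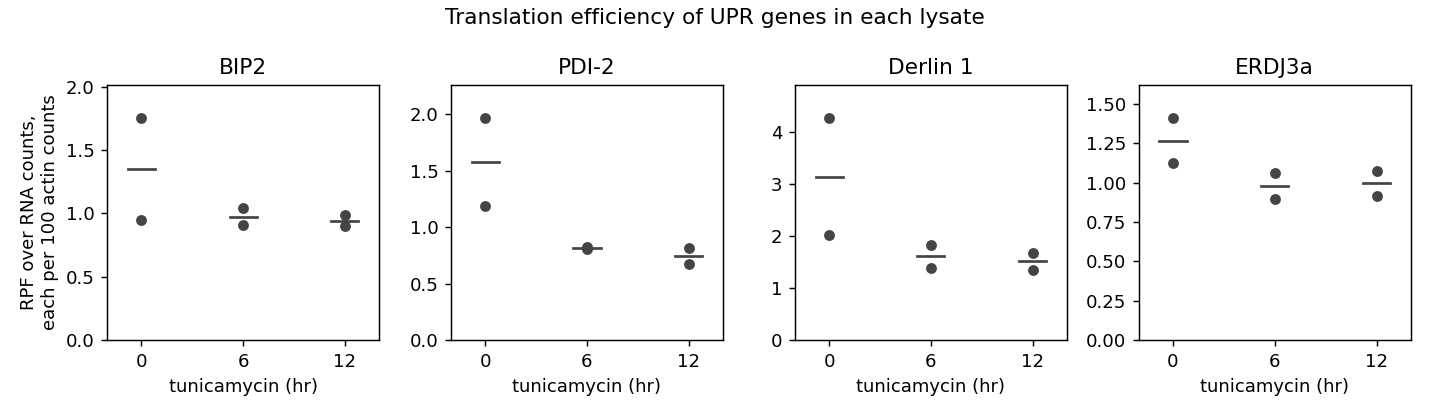
Translation efficiency of BIP2, PDI-2, Derlin 1 and ERDJ3a, as RPF counts over RNA counts with each taken per 100 actin counts of its library (y axis), after 0, 6 and 12 hr of TM (x axis). Each point is 1 lysate and bars are the means of 2 lysates; the 0 hr lysates of Derlin 1 lie as far apart as 2.01 and 4.26.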

Because the translation efficiency of these UPR genes declined, we interpret this to mean that there were more RNAs produced from these genes than were translated during this time frame.

**FIGURE 3:**
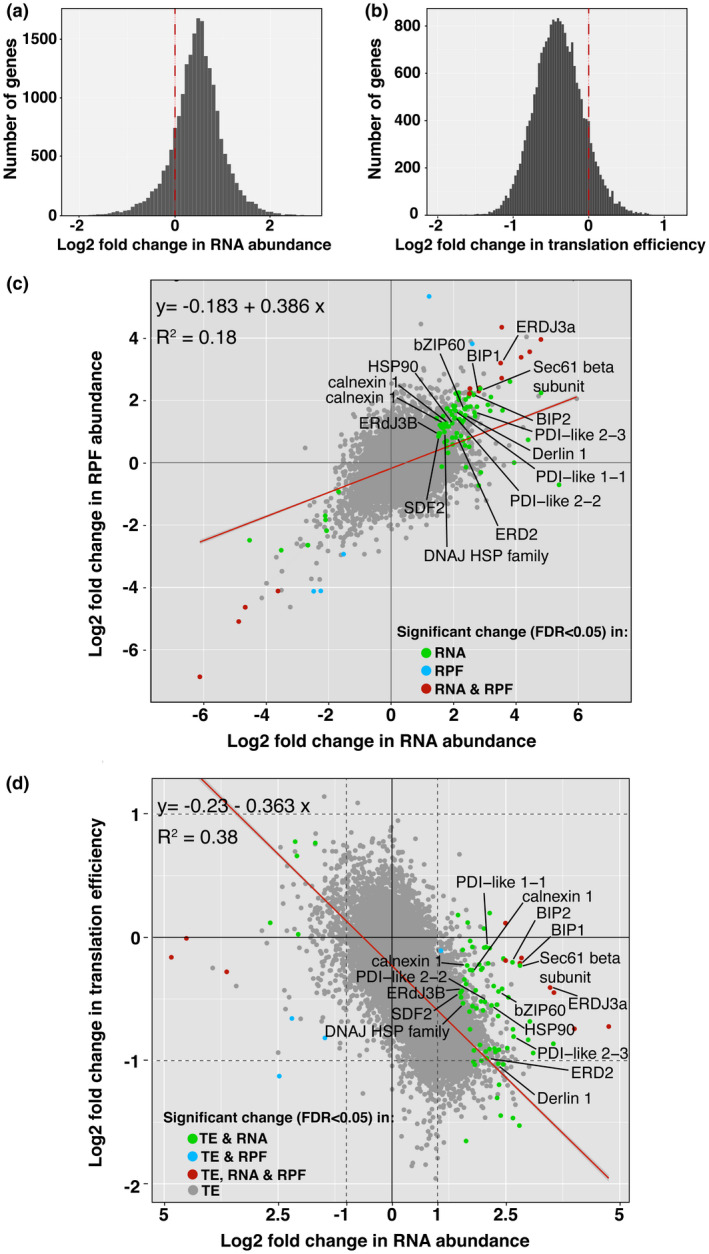
Change in RPF abundance and translation efficiency in response to ER stress. (a) Graph shows that the log_2_ fold change in RNA abundance for many genes increases at 12 hr post TM treatment compared to 0 hr. (b) Plot of log_2_ fold change in translation efficiency. Translation efficiency is the ratio of the abundance of RPFs to RNAs. (c) Scatterplot comparing the log_2_ fold change in RPF abundance versus the log_2_ fold change in RNA abundance for all the genes indicated with gray dots. UPR genes with significant changes in RNA abundance are highlighted with green dots. Red line is the regression line for which the coefficient of determination is shown. Other colored dots as indicated. (d) Scatterplot comparing the log_2_ fold change in translation efficiency versus the log_2_ fold change in mRNA abundance. Genes marked with green dots are canonical UPR genes with significant changes in translational efficiency and changes in RNA abundance. Many of these genes tend to have abundant RNAs, but are more downregulated in translation efficiency than the vast majority of other genes. Red line is the regression line for which the coefficient of determination (*R* ^2^) is shown. Other colored dots as indicated. ER, endoplasmic reticulum; UPR, unfolded protein response

### 3.3 No change in global translation rate was observed as assessed by polysome profiling and SUnSET assay

Because the translation efficiency of UPR genes declined, we interpret this to mean that there were more RNAs produced from these genes than loaded onto polysomes during this time frame. To validate this interpretation, other means for assessing translation activity, including polysome profiles and SUnSET assays, were utilized.

The polysome profiles on sucrose gradients have peaks showing ribosomal subunits, monosomes, followed by multiple peaks representing mRNAs with increasing numbers of translating ribosomes loaded on them. Changes in the shape of the overall profiles largely reflect changes in the global rate of initiation of protein synthesis, assuming that protein elongation rates are unchanged (Chasse, Boulben, Costache, Cormier, & Morales, 2017; Ingolia, Brar, Rouskin, McGeachy, & Weissman, 2012). For example, a global decline in protein synthesis initiation would appear in the polysome profile as an increase in monosomes and free subunits with a concomitant decline in polysomes. We did not observe much change in the polysome/monosome ratio in the polysome profile at 12 hr comparing the TM‐treated to untreated samples (Figure 4a). Therefore, we concluded that there was little, if any change at 12 hr in the overall initiation rate in response to ER stress.

**FIGURE 4:**
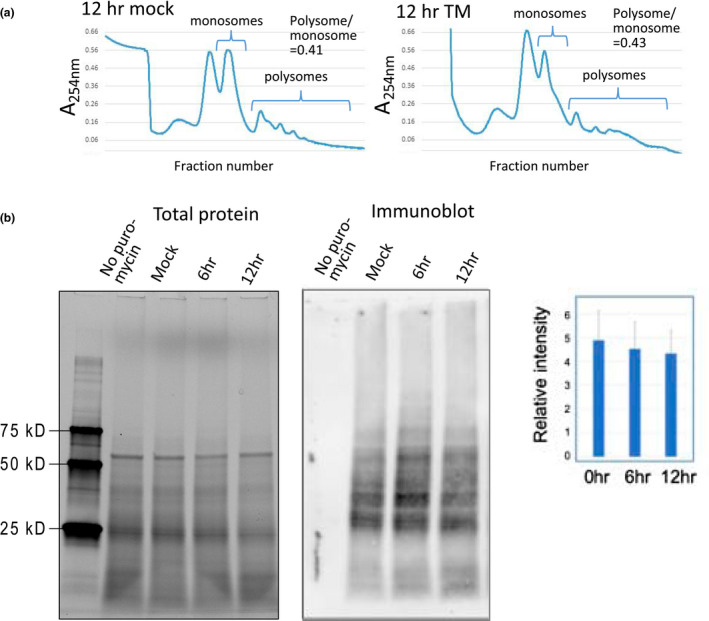
Assessments of rates of global protein synthesis. (a) Polysomes were profiled to ascertain whether there are global changes in the initiation rate of protein synthesis in the roots of TM treated seedlings. A decline in initiation rate would lead to a reduction in the ratio of polysomes to monosomes. Profiles from 25% to 65% sucrose density gradients show little difference between 12 hr mock and TM‐treated samples. Typical profiles are shown from over 10 gradients analyzed. (b) SUnSET assay to assess whether there are changes in rates of protein synthesis following TM treatment in seedlings. In this assay, protein synthesis is terminated and nascent proteins tagged with puromycin. Extracts from treated seedling roots are subjected to gel electrophoresis and immunoblotted with an antibody to puromycin. Bar graph shows the result of integrating the areas under the curves of densitometer scans for the different lanes of the immunoblots in five biological replicates of this experiment. Total protein bands are visualized by trihalo fluorophores in the gel that in the presence of UV light become covalently bound to the proteins, which can be visualized after transfer to membranes. Error bars are *SD*, *n* = 5

As another measure of global translation in response to ER stress, we employed a surface sensing of translation (SUnSET) assay. The SUnSET assay utilizes puromycin to terminate translation and to tag the nascent proteins released from polysomes upon termination (Schmidt, Clavarino, Ceppi, & Pierre, 2009). Puromycin mimics the 3′ terminal nucleoside of a tRNA attached to an amino acid, but by a nonhydrolyzable amide bond. The amino acid mimic is incorporated by the ribosome onto the growing peptide chain, but it cannot be released from the nucleoside, causing chain termination. This assay, developed for animal cells, has been used successfully in plants (Van Hoewyk, 2016). Extracts containing the puromycin‐labeled proteins were subjected to gel electrophoresis, immunoblotted using an antibody against puromycin, and the immunoblot was scanned to determine the levels of protein synthesis (Figure 4b). No significant changes in global translation rates were detected in response to TM treatment. Thus, neither the rate of protein synthesis initiation nor global translation appear to change much in response to the UPR at the peak of UPR transcript accumulation.

### 3.4 mRNAs with levels that increase in response to UPR associate with SGs

Given the decline in translation efficiency for the RNA transcripts for some of the canonical UPR genes, we asked what is the fate of these transcripts? To determine if some of the canonical UPR gene mRNAs were loaded onto polysomes, we obtained polysome fractions at 12 hr after TM treatment and compared the abundance of UPR RNAs on polysomes from TM‐treated samples to mock‐treated samples (Figure 5a). We found that the RNA abundance for some of the prominent UPR genes, BIP2, PDI‐2 and ERdJ3a, increased 2 to 5‐fold in total RNA fractions following TM treatment. However, the abundance of the mRNAs for these genes in the polysome fractions either held steady following TM treatment or declined somewhat. Thus, some of the UPR mRNAs were not loaded onto polysomes in proportion to their increase in abundance following TM treatment. Derlin1 represents an apparent exception which showed a decline in translation efficiency (Figure 3d) but little difference between its presence in total and polysome RNA at the 12 hr time point (Figure 5a). The discrepancy may be due to the fact that the former is a time course comparing 12 hr to 0 hr, whereas the latter is a snapshot in time (12 hr only).

**FIGURE 5:**
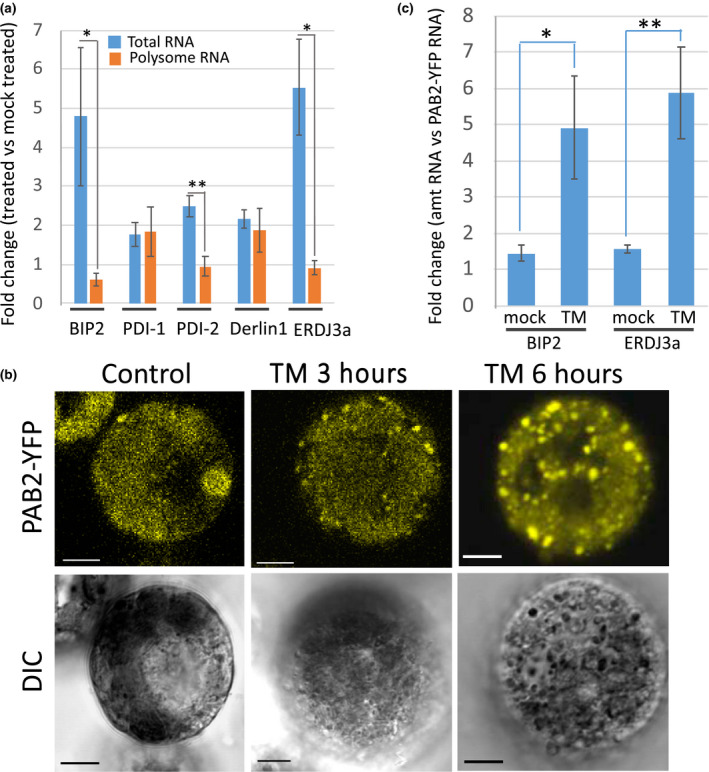
Disposition of UPR gene transcipts following ER stress treatment. (a) Presence of canonical UPR gene RNAs in total RNA and polysomes. Polysomes from seedling roots untreated or treated with TM for 12 hr were fractionated on sucrose density gradients. RNA was extracted from the polyribosome fractions and analyzed by qRT‐PCR. Data are presented as the fold change in RNA levels in fractions from TM‐treated versus mock‐treated plants. Bars represent the means of the fold changes from three biological reps. BIP2 (Zm00001d014993), PDI‐1 (Zm00001d04099), PDI‐2 (Zm00001d005866), Derlin 1 (Zm00001d010368), ERDJ3a (Zm00001d047726). Error bars = SEs. Asterisks indicate significance as determined by Student's *T* test. (b) Confocal images of maize leaf protoplasts transfected with the SG marker, PolyA binding protein 2‐YFP (PABP2‐YFP). Protoplasts were treated with TM and photographed at times indicated. DIC = Differential Interference Contrast microscopy. Bar = 10 µ. (c) Canonical UPR gene RNAs found in SG‐enriched fractions from untreated and 6 hr TM‐treated protoplasts. qRT‐PCR analysis of RNA extracted from triplicated SG‐enriched fraction samples. The cDNAs synthesized from the extracted RNA were spiked with equal amounts of recombinant PAB2‐YFP in order to compare RNA amounts in the treated and untreated samples. The qRT‐PCR results were expressed in terms of fold change (FC) over PAB2‐YFP mRNA. Error bars = SE. Asterisks indicate significance as determined by Student's *t* test. *Represents *p* < .05 and **represents *p* < .01. ER, endoplasmic reticulum; SG, stress granule; UPR, unfolded protein response

We next determined how these mRNAs were being sequestered or stored. Structures well recognized for sequestering and storing mRNAs are SGs (Protter & Parker, 2016). SG formation due to ER stress has not been reported in plants, therefore, we used a poly(A)‐binding protein marker (PAB2‐YFP), that has been used by others, to visualize SGs in plants (Chantarachot & Bailey‐Serres, 2018). We transfected maize protoplasts with the SG marker and treated the protoplasts with TM. Fluorescent granules averaging about 0.5–1 micron in diameter, which increased in number with duration of treatment, became clearly visible (Figure 5b). (Note that the induction of UPR is more rapid in protoplasts than in seedlings as seen by the upregulation of bZIP60s, BIP2 and calnexin (CNX) at 6 hr (Figure S3)).

We investigated whether these granules contain UPR gene mRNAs, such as BIP2 and ERdJ3a mRNAs, by extracting RNA from fractions enriched in SGs. SG‐enriched fractions were obtained through a modification of a procedure developed by Wheeler et al. (2017) for the purification of SGs from mammalian cells. The procedure we developed for the purification of SGs from transfected, TM‐treated protoplasts involved similar centrifugation steps, enriching for the recovery of the PAB2‐YFP. (To compare the fractions from untreated and TM‐treated cells, we repeated the purification procedure without the aid of the PAB2‐YFP marker. We then spiked both fractions with recombinant PAB2‐YFP RNA and expressed the RNA levels as fold change with respect to PAB2‐YFP RNA.) We found that the SG‐enriched fraction from the 6 hr TM‐treated sample contained RNA transcripts from some of the UPR genes, BIP2 and ERdJ3a (Figure 5c). We also observed that the abundance of BIP2 and ERdJ3a transcripts in the SG fraction increased at 6 hr following TM treatment. We conclude that some RNA transcripts upregulated in the UPR are sequestered in SGs in an abundance comparable to their accumulation as total RNA.

In studies of translation attenuation in response to hypoxic stress, a bias was found in the RNAs which were not sequestered in SGs but which were translated is spite of stress condtions (Sorenson & Bailey‐Serres, 2014). During hypoxic stress, the RNAs which remained in the translation pool during hypoxic stress were enriched in functions involving anaerobic metabolism. In our study, we conducted a GO term enrichment analysis of the differentially expressed genes in TM‐induced‐ER stress, that were identified using RPF reads and total RNA reads and found that GO terms from RPFs were enriched in biological process and molecular function for various aspects of protein folding (Figure 6a), similar to that found in total RNA (Figure 6b). Therefore, maize does not appear to selectively translate mRNAs, but seems to do so in proportion to their abundance in total RNA in response to ER stress. 

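Genes that rose in RPFs from 0 to 12 hr were largely genes that rose in RNA. Of the 20055 genes tested in both, 65 rose in RNA and 28 in RPFs, and 20 rose in both, where independent lists of these sizes would share 0.0908. The shared genes included the chaperone BIP2 and its co-chaperone ERDJ3a. In the other direction 3 genes fell in RNA and 29 in RPFs, and the 3 fell in both, where independent lists would share 0.00434. All 28 genes that rose in RPFs had an RNA change above 0, though only 16.3% of all genes tested in RNA lay below 0. RNA and RPF libraries come from the same lysates, so part of the overlap may come from differences between lysates. With TMM scaling 22 genes were shared among those that rose and 4 among those that fell.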

Even though there is no preferential translation of UPR mRNAs following stress treatment, the upsurge in their mRNA levels enables greater translation of the UPR genes relative to others.

**FIGURE 6:**
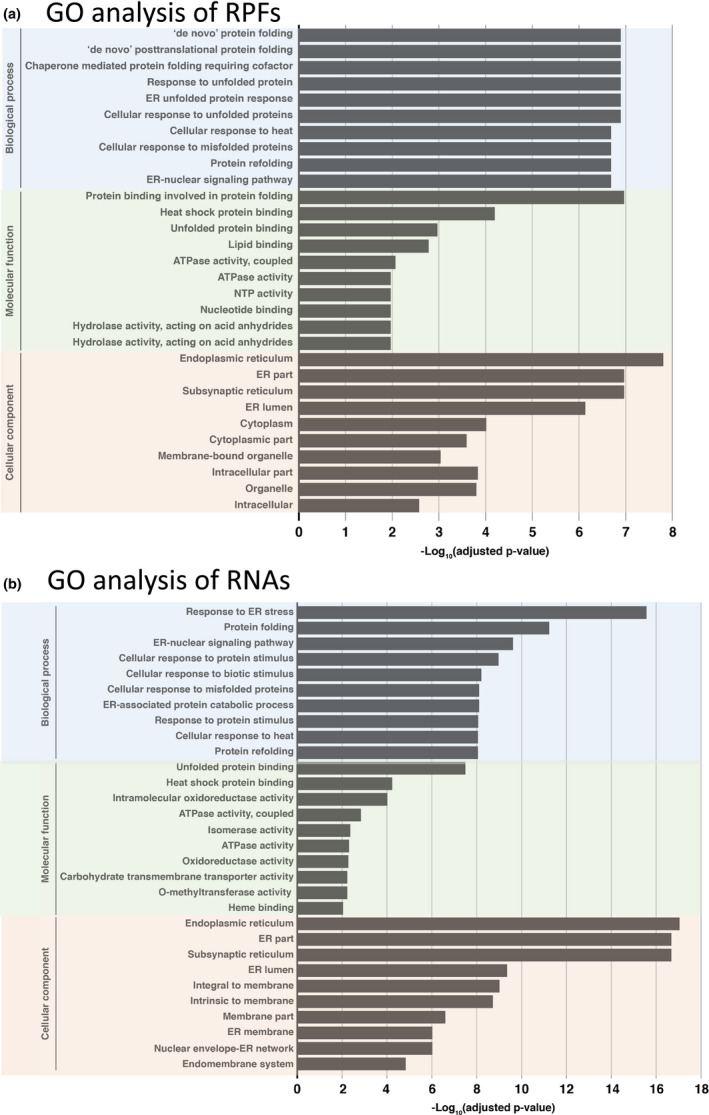
Gene ontology (GO) analysis of the RNAs and RPFs following TM treatment. (a) GO analysis of RPFs and (b) total RNA at 12 hr after TM treatment. GO analysis was conducted using AgriGO (http://bioinfo.cau.edu.cn/agriGO/) for the categories biological process, molecular function, and cellular compent

## 4 DISCUSSION

Translation initiation is attenuated in mammalian cells in response to ER stress (Harding, Novoa, et al., 2000). It has been reasoned that attenuation prevents the further piling up of misfolded proteins in the ER when the demand exceeds the capacity for folding. The question we have addressed is whether translation is attenuated in plant cells in response to ER stress, and, if so, is it controlled in the same way as it is in mammalian cells. The answer is that translation is affected by ER stress in plants, but not in the same way as in mammalian cells.

Considering that plants lack a PERK homolog, plants cannot use a comparable PERK‐eIF2α‐P pathway for attenuating translation. Nonetheless, eIF2α is phosphorylated in Arabidopsis in response to various stresses (Zhang et al., 2008). However, eIF2α phosphorylation is not PERK dependent, but is GCN2 dependent (Zhang et al., 2008). Izquierdo et al. (2018) found that treatment of Arabidopsis with the ER stress agent, dithiothreitol (DTT), also induces the phosphorylation of eIF2α and that the phosphorylation is GCN1 and GCN2 dependent. Surprisingly, they found that DTT treatment attenuates protein synthesis as assessed by ^35^S‐Cys/Met incorporation, however the attenuation was not GCN1 and GCN2 dependent and, by inference not eIF2α dependent or UPR dependent. In any case, it has not been shown that eIF2α phosphorylation attenuates protein synthesis in plants. Izquierdo et al. (2018) and others have implied a limited role of eIF2α‐P in inhibiting protein synthesis in plants (Browning & Bailey‐Serres, 2015; Shaikhin, Smailov, Lee, Kozhanov, & Iskakov, 1992). As for the effect of DTT on protein synthesis, DTT is a strong reducing agent and is likely to affect translation unrelated to its effects on UPR. It is for this reason that we used TM to induce the UPR in this study and in other studies to determine the effects of persistent ER stress in plants (Srivastava et al., 2018).

In our hands, TM‐induced ER stress had little effect on the rate of protein synthesis initiation or global translation as assessed by polysome analysis and SUnSET assays. Although the rate of translation was very little affected, there was a reduction in translation efficiency for many mRNAs as assessed by ribosome profiling. 

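Of the 4 UPR genes with a complete locus identifier, BIP2, PDI-2 and ERDJ3a had risen in RNA by 6 hr. At 6 hr against 0 hr, the log2 fold change in RNA was 2.45 for BIP2 (standard error 0.26, adjusted p = 0.000568 from edgeR's quasi-likelihood test), 2.30 for PDI-2 (standard error 0.31, adjusted p = 0.00360) and 3.22 for ERDJ3a (standard error 0.39, adjusted p = 0.00146). Derlin 1 had 1.94 (standard error 0.39, adjusted p = 0.104), which passed with TMM scaling (adjusted p = 0.0150). Without 0 hr replicate 1 the changes were 3.94 for ERDJ3a and 2.68 for Derlin 1, which then passed (adjusted p = 3.15e-06), and without 0 hr replicate 2 they were 2.68 and 1.38. From 6 to 12 hr, the 4 genes had log2 changes in RNA of 0.30 to 0.45, against a median of 0.45 for all genes. None of the 4 passed, nor did any of 23721 genes in edgeR (1167 at an unadjusted p under 0.05, where chance gives 1186). DESeq2 called 2 genes with the actin factors and 11 with its own. Leaving out 0 hr replicate 1, 0 hr replicate 2 or 6 hr replicate 2 gave 144, 148 or 5 genes in edgeR (140, 144 or 4 of them higher at 12 hr). With TMM scaling the 4 genes lay between -0.09 and 0.03 from 6 to 12 hr.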

The phenomenon is accompanied by a burst in transcription of UPR genes between 6 and 12 hr, during which time some of the transcripts are not loaded onto polysomes. We propose that some of these mRNAs are temporarily stored, presumably to enter the translational pool later (Figure 7).

**FIGURE 7:**
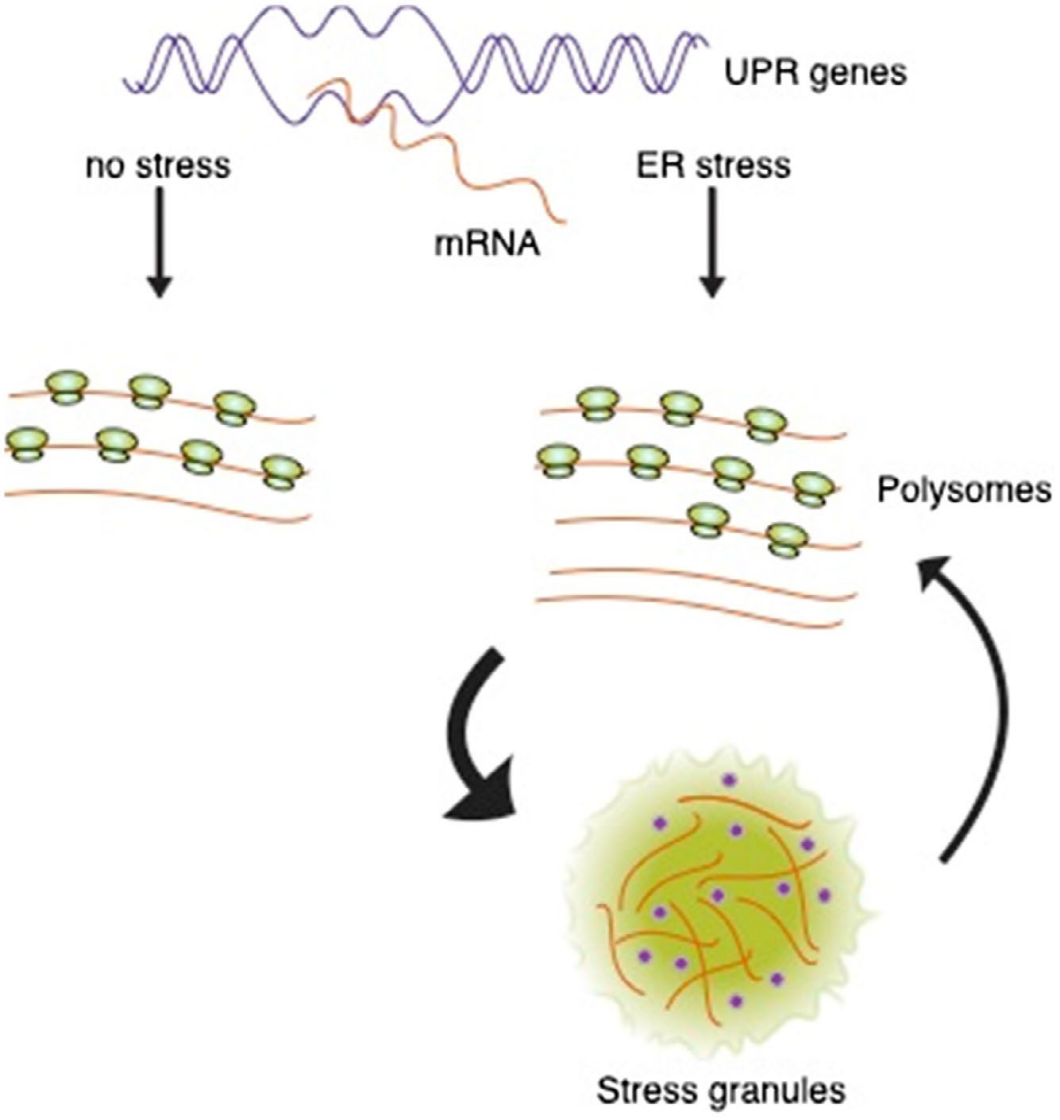
Model for the fate of RNA transcripts in response to ER stress. In response to ER stress, there is a surge in transcription which leads to an accumulation of transcripts from UPR genes, not all of which are immediately loaded onto polysomes. The untranslated RNAs drive the formation of stress granules which sequester the RNAs and other RNA‐binding proteins (blue dots). With time and dissolution of stress granules, the sequestered RNAs may be progressively liberated to enter the translation pool. ER, endoplasmic reticulum; UPR, unfolded protein response

We found that some of the mRNAs are sequestered in SG fractions. SGs are membraneless ribonucleoprotein bodies that consist of a stable core structure enveloped in a diffuse shell (Jain et al., 2016). The diffuse shell is thought to be a dynamic structure formed by liquid‐liquid phase separation events. SGs in mammalian cells are formed by or entrap mRNAs, the proteins that bind them, and other proteins, such as G3BP, a Ras‐GTPase‐activating protein SH3 domain‐binding protein that multimerizes in response to stress (Kedersha et al., 2016; Matsuki et al., 2013). SGs from mammalian cells have been isolated by immunoaffinity using G3BP (Khong et al., 2017), revealing that they have a diverse proteome as assessed by mass‐spec (Protter & Parker, 2016). SG proteomes have been analyzed in Arabidopsis and consist of many proteins also found in the SGs of human and yeast cells (Kosmacz et al., 2019). A number of the proteins found in Arabidopsis SGs belong together in protein networks that pre‐exist before stress treatment. To identify SGs in maize cells, we have used a fluorescent tagged poly(A)‐binding protein (PAB2‐YFP) which has been used as a marker for SGs in yeast (Brambilla, Martani, & Branduardi, 2017) and in other plants (Sorenson & Bailey‐Serres, 2014; Weber, Nover, & Fauth, 2008).

It is thought that messenger RNAs sequestered in SGs in mammalian cells are derived from the disassembly of polysomes as a consequence of translational repression brought about by ER stress (Protter & Parker, 2016). In fact, it is argued that activation of PERK and phosphorylation of eIF2α are required for SG formation during the UPR (Kimball, Horetsky, Ron, Jefferson, & Harding, 2003). Because translation initiation is stalled during ER stress in mammalian cells, SGs are thought to contain mRNAs in 48S preinitation complexes. In our case with maize, translation initation is not stalled and polysomes are not disassembled, yet SGs are formed in response to ER stress. We consider the force driving SG formation under these circumstances is the increased concentration of UPR gene transcripts produced during the burst in their synthesis in response to TM treatment. Since SGs are membraneless structures formed by perturbations that alter liquid‐liquid phase separations (Wheeler, Matheny, Jain, Abrisch, & Parker, 2016), it is possible that the surge in UPR gene transcription may promote the demixing phase transition that partitions ribonuclear protein complexes into physically discrete cytoplasmic structures such as SGs. The phase transitions that lead to SG formation are concentration dependent, and it could be that the macromolecular crowding of RNAs derived from the surge in RNA synthesis nucleates SG formation (Kedersha, Ivanov, & Anderson, 2013).

It is curious that in maize and mammalian cells, some UPR gene transcripts are sequestered and not all put to work immediately by the translation machinery. In mammalian cells, the translation machinery slows down to prevent the pile up of misfolded protein in the ER (Harding, Calfon, Urano, Novoa, & Ron, 2002; Harding, Novoa, et al., 2000). But it is the same machinery that is needed to produce the proteins, such as chaperones and other protein folding and quality control factors, needed to maintain homeostasis. In maize cells the translation machinery does not slow down nor does it speed up in response to ER stress, and some of the mRNAs needed to mitigate stress damage are put into reserve in the form of SGs.

In conclusion, we did not find significant changes in protein synthesis initiation in response to ER stress in maize seedlings. That might have been expected since plants have no known PERK homolog, and the attenuation of protein synthesis initiation in mammalian cells is largely due to the action of PERK in phosphorylating and inactivating the translation initiation factor eIF2α. However, in response to ER stress in maize there is a surge in expression of a constellation of canonical UPR genes (Srivastava et al., 2018). While these RNAs increase in numbers following ER stress treatment, we found using riboprofiling that their translation efficiency declines because many of the transcripts are not immediately engaged in the translation machinery, but are sequestered in SGs. This prevents the protein folding machinery in the ER from being overburdened by the translation of new transcripts from the UPR genes, and sequestration in SGs presumably provides a store for these important transcripts so that they can be rationed out as stress continues. Therefore, both plants and animals appear to have ways to prevent overburdening protein folding during ER stress by regulating translation.

## 5 ACCESSION NUMBERS

Maize version 4 locus identifiers

BIP2: Zm00001d014993

PDI‐1: protein disulphide isomerase‐like 1‐1(Zm00001d04099)

PDI‐2: protein disulphide isomerase 2‐3 (Zm00001d005866)

Derlin 1: Zm00001d010368

ERDJ3a: Zm00001d047726

Alpha tubulin 3 (Zm00001d013367)

Ubiquitin (LOC100192952)

Actin2: Zm00001d013873

Sequence data from this article can be found in NCBI’s Gene Expression Ominibus databases under record number GSE153969.

## CONFLICT OF INTEREST

The authors declare no conflict of interest associated with the work described in this manuscript.

## AUTHOR CONTRIBUTIONS

P.K, W.A.M., and S.H.H. conceived the experiments. P.K. conducted most of the experimental work. V.P. produced the polysomes profiling pattern and analyzed the RNAs in polysomes. R.S. demonstrated the presence of stress granules and analyzed the RNA content in the granules. R.B, P.K., and P.L performed the statistical analyses on the results.

## Supporting information

Fig S1‐S3‐Table S1

Supplementary Methods

Supplementary Material

## References

[pld3241-bib-0001] Alkalaeva, E. Z. , Pisarev, A. V. , Frolova, L. Y. , Kisselev, L. L. , & Pestova, T. V. (2006). In vitro reconstitution of eukaryotic translation reveals cooperativity between release factors eRF1 and eRF3. Cell, 125, 1125–1136.1677760210.1016/j.cell.2006.04.035

[pld3241-bib-0002] Anderson, P. , & Kedersha, N. (2006). RNA granules. The Journal of Cell Biology, 172, 803–808.1652038610.1083/jcb.200512082PMC2063724

[pld3241-bib-0003] Brambilla, M. , Martani, F. , & Branduardi, P. (2017). The recruitment of the Saccharomyces cerevisiae poly(A)‐binding protein into stress granules: New insights into the contribution of the different protein domains. FEMS Yeast Research, 17 10.1093/femsyr/fox059 28873979

[pld3241-bib-0004] Browning, K. S. , & Bailey‐Serres, J. (2015). Mechanism of cytoplasmic mRNA translation. The Arabidopsis Book, 13, e0176.2601969210.1199/tab.0176PMC4441251

[pld3241-bib-0005] Buchan, J. R. , Yoon, J. H. , & Parker, R. (2011). Stress‐specific composition, assembly and kinetics of stress granules in Saccharomyces cerevisiae. Journal of Cell Science, 124, 228–239.2117280610.1242/jcs.078444PMC3010191

[pld3241-bib-0006] Chantarachot, T. , & Bailey‐Serres, J. (2018). Polysomes, stress granules, and processing bodies: A dynamic triumvirate controlling cytoplasmic mRNA fate and function. Plant Physiology, 176, 254–269.2915832910.1104/pp.17.01468PMC5761823

[pld3241-bib-0007] Chasse, H. , Boulben, S. , Costache, V. , Cormier, P. , & Morales, J. (2017). Analysis of translation using polysome profiling. Nucleic Acids Research, 45, e15.2818032910.1093/nar/gkw907PMC5388431

[pld3241-bib-0008] Cherkasov, V. , Hofmann, S. , Druffel‐Augustin, S. , Mogk, A. , Tyedmers, J. , Stoecklin, G. , & Bukau, B. (2013). Coordination of translational control and protein homeostasis during severe heat stress. Current Biology, 23, 2452–2462.2429109410.1016/j.cub.2013.09.058

[pld3241-bib-0009] Chotewutmontri, P. , Stiffler, N. , Watkins, K. P. , & Barkan, A. (2018). Ribosome profiling in maize. Methods in Molecular Biology, 1676, 165–183.2898691010.1007/978-1-4939-7315-6_10

[pld3241-bib-0010] Chung, B. Y. , Hardcastle, T. J. , Jones, J. D. , Irigoyen, N. , Firth, A. E. , Baulcombe, D. C. , & Brierley, I. (2015). The use of duplex‐specific nuclease in ribosome profiling and a user‐friendly software package for Ribo‐seq data analysis. RNA, 21, 1731–1745.2628674510.1261/rna.052548.115PMC4574750

[pld3241-bib-0011] Clemens, M. J. (2001). Initiation factor eIF2 alpha phosphorylation in stress responses and apoptosis. Progress in Molecular and Subcellular Biology, 27, 57–89.1157516110.1007/978-3-662-09889-9_3

[pld3241-bib-0012] Decker, C. J. , & Parker, R. (2012). P‐bodies and stress granules: Possible roles in the control of translation and mRNA degradation. Cold Spring Harbor Perspectives in Biology, 4, a012286.2276374710.1101/cshperspect.a012286PMC3428773

[pld3241-bib-0013] Deng, Y. , Humbert, S. , Liu, J. X. , Srivastava, R. , Rothstein, S. J. , & Howell, S. H. (2011). Heat induces the splicing by IRE1 of a mRNA encoding a transcription factor involved in the unfolded protein response in Arabidopsis. Proceedings of the National Academy of Sciences of the United States of America, 108, 7247–7252.2148276610.1073/pnas.1102117108PMC3084119

[pld3241-bib-0014] Farny, N. G. , Kedersha, N. L. , & Silver, P. A. (2009). Metazoan stress granule assembly is mediated by P‐eIF2alpha‐dependent and ‐independent mechanisms. RNA, 15, 1814–1821.1966116110.1261/rna.1684009PMC2743051

[pld3241-bib-0015] Gaddam, D. , Stevens, N. , & Hollien, J. (2013). Comparison of mRNA localization and regulation during endoplasmic reticulum stress in Drosophila cells. Molecular Biology of the Cell, 24, 14–20.2313599410.1091/mbc.E12-06-0491PMC3530775

[pld3241-bib-0016] Genereux, J. C. , Qu, S. , Zhou, M. , Ryno, L. M. , Wang, S. , Shoulders, M. D. , … Wiseman, R. L. (2015). Unfolded protein response‐induced ERdj3 secretion links ER stress to extracellular proteostasis. The EMBO Journal, 34, 4–19.2536160610.15252/embj.201488896PMC4291477

[pld3241-bib-0017] Hardcastle, T. J. (2014). riboSeqR: Analysis of sequencing data from ribosome profiling experiments. R package version 1.2.0.

[pld3241-bib-0018] Harding, H. P. , Calfon, M. , Urano, F. , Novoa, I. , & Ron, D. (2002). Transcriptional and translational control in the Mammalian unfolded protein response. Annual Review of Cell and Developmental Biology, 18, 575–599.10.1146/annurev.cellbio.18.011402.16062412142265

[pld3241-bib-0019] Harding, H. P. , Novoa, I. , Zhang, Y. , Zeng, H. , Wek, R. , Schapira, M. , & Ron, D. (2000). Regulated translation initiation controls stress‐induced gene expression in mammalian cells. Molecular Cell, 6, 1099–1108. 10.1016/S1097-2765(00)00108-8 11106749

[pld3241-bib-0020] Harding, H. P. , Zhang, Y. , Bertolotti, A. , Zeng, H. , & Ron, D. (2000). Perk is essential for translational regulation and cell survival during the unfolded protein response. Molecular Cell, 5, 897–904. 10.1016/S1097-2765(00)80330-5 10882126

[pld3241-bib-0021] Hollien, J. , & Weissman, J. S. (2006). Decay of endoplasmic reticulum‐localized mRNAs during the unfolded protein response. Science, 313, 104–107.1682557310.1126/science.1129631

[pld3241-bib-0022] Howell, S. H. (2013). ER stress responses in plants. Annual Review of Plant Biology, 64, 477–499.10.1146/annurev-arplant-050312-12005323330794

[pld3241-bib-0023] Hsu, P. Y. , Calviello, L. , Wu, H. L. , Li, F. W. , Rothfels, C. J. , Ohler, U. , & Benfey, P. N. (2016). Super‐resolution ribosome profiling reveals unannotated translation events in Arabidopsis. Proceedings of the National Academy of Sciences of the United States of America, 113, E7126–E7135.2779116710.1073/pnas.1614788113PMC5111709

[pld3241-bib-0024] Ingolia, N. T. , Brar, G. A. , Rouskin, S. , McGeachy, A. M. , & Weissman, J. S. (2012). The ribosome profiling strategy for monitoring translation in vivo by deep sequencing of ribosome‐protected mRNA fragments. Nature Protocols, 7, 1534–1550.2283613510.1038/nprot.2012.086PMC3535016

[pld3241-bib-0025] Ingolia, N. T. , Ghaemmaghami, S. , Newman, J. R. , & Weissman, J. S. (2009). Genome‐wide analysis in vivo of translation with nucleotide resolution using ribosome profiling. Science, 324, 218–223.1921387710.1126/science.1168978PMC2746483

[pld3241-bib-0026] Iwata, Y. , & Koizumi, N. (2005). An Arabidopsis transcription factor, AtbZIP60, regulates the endoplasmic reticulum stress response in a manner unique to plants. Proceedings of the National Academy of Sciences of the United States of America, 102, 5280–5285.1578187310.1073/pnas.0408941102PMC555978

[pld3241-bib-0027] Izquierdo, Y. , Kulasekaran, S. , Benito, P. , Lopez, B. , Marcos, R. , Cascon, T. , … Castresana, C. (2018). Arabidopsis nonresponding to oxylipins locus NOXY7 encodes a yeast GCN1 homolog that mediates noncanonical translation regulation and stress adaptation. Plant, Cell and Environment, 41, 1438–1452.10.1111/pce.1318229499090

[pld3241-bib-0028] Jain, S. , Wheeler, J. R. , Walters, R. W. , Agrawal, A. , Barsic, A. , & Parker, R. (2016). ATPase‐modulated stress granules contain a diverse proteome and substructure. Cell, 164, 487–498.2677740510.1016/j.cell.2015.12.038PMC4733397

[pld3241-bib-0029] Juntawong, P. , Hummel, M. , Bazin, J. , & Bailey‐Serres, J. (2015). Ribosome profiling: A tool for quantitative evaluation of dynamics in mRNA translation. Methods in Molecular Biology, 1284, 139–173.2575777110.1007/978-1-4939-2444-8_7

[pld3241-bib-0030] Kadowaki, H. , & Nishitoh, H. (2019). Endoplasmic reticulum quality control by garbage disposal. The FEBS Journal, 286, 232–240.2992331610.1111/febs.14589

[pld3241-bib-0031] Kamauchi, S. , Nakatani, H. , Nakano, C. , & Urade, R. (2005). Gene expression in response to endoplasmic reticulum stress in Arabidopsis thaliana. The FEBS Journal, 272, 3461–3476.1597804910.1111/j.1742-4658.2005.04770.x

[pld3241-bib-0032] Kedersha, N. L. , Gupta, M. , Li, W. , Miller, I. , & Anderson, P. (1999). RNA‐binding proteins TIA‐1 and TIAR link the phosphorylation of eIF‐2 alpha to the assembly of mammalian stress granules. The Journal of Cell Biology, 147, 1431–1442.1061390210.1083/jcb.147.7.1431PMC2174242

[pld3241-bib-0033] Kedersha, N. , Ivanov, P. , & Anderson, P. (2013). Stress granules and cell signaling: More than just a passing phase? Trends in Biochemical Sciences, 38, 494–506. 10.1016/j.tibs.2013.07.004 24029419PMC3832949

[pld3241-bib-0034] Kedersha, N. , Panas, M. D. , Achorn, C. A. , Lyons, S. , Tisdale, S. , Hickman, T. , … Anderson, P. (2016). G3BP‐Caprin1‐USP10 complexes mediate stress granule condensation and associate with 40S subunits. The Journal of Cell Biology, 212, 845–860.2702209210.1083/jcb.201508028PMC4810302

[pld3241-bib-0035] Khong, A. , Matheny, T. , Jain, S. , Mitchell, S. F. , Wheeler, J. R. , & Parker, R. (2017). The stress granule transcriptome reveals principles of mRNA accumulation in stress granules. Molecular Cell, 68, 808–820.e805.2912964010.1016/j.molcel.2017.10.015PMC5728175

[pld3241-bib-0036] Kimball, S. R. , Horetsky, R. L. , Ron, D. , Jefferson, L. S. , & Harding, H. P. (2003). Mammalian stress granules represent sites of accumulation of stalled translation initiation complexes. American Journal of Physiology. Cell Physiology, 284, C273–284.1238808510.1152/ajpcell.00314.2002

[pld3241-bib-0037] Kosmacz, M. , Gorka, M. , Schmidt, S. , Luzarowski, M. , Moreno, J. C. , Szlachetko, J. , … Skirycz, A. (2019). Protein and metabolite composition of Arabidopsis stress granules. New Phytologist, 222, 1420–1433.3066424910.1111/nph.15690

[pld3241-bib-0038] Kroschwald, S. , Maharana, S. , Mateju, D. , Malinovska, L. , Nuske, E. , Poser, I. , … Alberti, S. (2015). Promiscuous interactions and protein disaggregases determine the material state of stress‐inducible RNP granules. Elife, 4, e06807.2623819010.7554/eLife.06807PMC4522596

[pld3241-bib-0039] Lageix, S. , Lanet, E. , Pouch‐Pelissier, M. N. , Espagnol, M. C. , Robaglia, C. , Deragon, J. M. , & Pelissier, T. (2008). Arabidopsis eIF2alpha kinase GCN2 is essential for growth in stress conditions and is activated by wounding. BMC Plant Biology, 8, 134.1910871610.1186/1471-2229-8-134PMC2639386

[pld3241-bib-0040] Li, H. , Handsaker, B. , Wysoker, A. , Fennell, T. , Ruan, J. , Homer, N. , … Genome Project Data Processing, S . (2009). The sequence alignment/map format and SAMtools. Bioinformatics, 25, 2078–2079.1950594310.1093/bioinformatics/btp352PMC2723002

[pld3241-bib-0041] Li, Y. , Humbert, S. , & Howell, S. H. (2012). ZmbZIP60 mRNA is spliced in maize in response to ER stress. BMC Research Notes, 5, 144.2241728210.1186/1756-0500-5-144PMC3369818

[pld3241-bib-0067] Liu, J. X. , Srivastava, R. , Che, P. , & Howell, S.H. (2007). An endoplasmic reticulum stress response in Arabidopsis is mediated by proteolytic processing and nuclear relocation of a membrane‐associated transcription factor, bZIP28. Plant Cell, 19, 4111–4119.1815621910.1105/tpc.106.050021PMC2217655

[pld3241-bib-0042] Martinez, I. M. , & Chrispeels, M. J. (2003). Genomic analysis of the unfolded protein response in Arabidopsis shows its connection to important cellular processes. The Plant Cell, 15, 561–576.1256659210.1105/tpc.007609PMC141221

[pld3241-bib-0043] Matsuki, H. , Takahashi, M. , Higuchi, M. , Makokha, G. N. , Oie, M. , & Fujii, M. (2013). Both G3BP1 and G3BP2 contribute to stress granule formation. Genes to Cells, 18, 135–146.2327920410.1111/gtc.12023

[pld3241-bib-0044] Mishiba, K. , Nagashima, Y. , Suzuki, E. , Hayashi, N. , Ogata, Y. , Shimada, Y. , & Koizumi, N. (2013). Defects in IRE1 enhance cell death and fail to degrade mRNAs encoding secretory pathway proteins in the Arabidopsis unfolded protein response. Proceedings of the National Academy of Sciences of the United States of America, 110, 5713–5718.2350926810.1073/pnas.1219047110PMC3619347

[pld3241-bib-0045] Moore, K. , & Hollien, J. (2015). Ire1‐mediated decay in mammalian cells relies on mRNA sequence, structure, and translational status. Molecular Biology of the Cell, 26, 2873–2884.2610862310.1091/mbc.E15-02-0074PMC4571326

[pld3241-bib-0046] Nagashima, Y. , Mishiba, K. , Suzuki, E. , Shimada, Y. , Iwata, Y. , & Koizumi, N. (2011). Arabidopsis IRE1 catalyses unconventional splicing of bZIP60 mRNA to produce the active transcription factor. Scientific Reports, 1, 29.2235554810.1038/srep00029PMC3216516

[pld3241-bib-0047] Nakajima, Y. , & Suzuki, S. (2013). Environmental stresses induce misfolded protein aggregation in plant cells in a microtubule‐dependent manner. International Journal of Molecular Sciences, 14, 7771–7783.2357493810.3390/ijms14047771PMC3645715

[pld3241-bib-0048] Oda, Y. , Okada, T. , Yoshida, H. , Kaufman, R. J. , Nagata, K. , & Mori, K. (2006). Derlin‐2 and Derlin‐3 are regulated by the mammalian unfolded protein response and are required for ER‐associated degradation. The Journal of Cell Biology, 172, 383–393.1644918910.1083/jcb.200507057PMC2063648

[pld3241-bib-0049] Protter, D. S. W. , & Parker, R. (2016). Principles and properties of stress granules. Trends in Cell Biology, 26, 668–679.2728944310.1016/j.tcb.2016.05.004PMC4993645

[pld3241-bib-0050] Robinson, M. D. , McCarthy, D. J. , & Smyth, G. K. (2010). edgeR: A Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics, 26, 139–140.1991030810.1093/bioinformatics/btp616PMC2796818

[pld3241-bib-0051] Schmidt, E. K. , Clavarino, G. , Ceppi, M. , & Pierre, P. (2009). SUnSET, a nonradioactive method to monitor protein synthesis. Nature Methods, 6, 275–277.1930540610.1038/nmeth.1314

[pld3241-bib-0052] Shaikhin, S. M. , Smailov, S. K. , Lee, A. V. , Kozhanov, E. V. , & Iskakov, B. K. (1992). Interaction of wheat germ translation initiation factor 2 with GDP and GTP. Biochimie, 74, 447–454.163787010.1016/0300-9084(92)90085-s

[pld3241-bib-0053] Sorenson, R. , & Bailey‐Serres, J. (2014). Selective mRNA sequestration by OLIGOURIDYLATE‐BINDING PROTEIN 1 contributes to translational control during hypoxia in Arabidopsis. Proceedings of the National Academy of Sciences of the United States of America, 111, 2373–2378.2446979310.1073/pnas.1314851111PMC3926019

[pld3241-bib-0054] Srivastava, R. , Li, Z. , Russo, G. , Tang, J. , Bi, R. , Muppirala, U. , … Lawrence‐Dill, C. J. (2018). Response to persistent ER Stress in plants: A multiphasic process that transitions cells from prosurvival activities to cell death. The Plant Cell, 30, 1220–1242.2980221410.1105/tpc.18.00153PMC6048783

[pld3241-bib-0055] Srivastava, R. , Liu, J. X. , Guo, H. , Yin, Y. , & Howell, S. H. (2009). Regulation and processing of a plant peptide hormone, AtRALF23, in Arabidopsis. The Plant Journal, 59, 930–939.1947332710.1111/j.1365-313X.2009.03926.x

[pld3241-bib-0056] Strasser, R. (2018). Protein quality control in the endoplasmic reticulum of plants. Annual Review of Plant Biology, 69, 147–172.10.1146/annurev-arplant-042817-040331PMC703970529570364

[pld3241-bib-0057] Thorvaldsdottir, H. , Robinson, J. T. , & Mesirov, J. P. (2013). Integrative Genomics Viewer (IGV): High‐performance genomics data visualization and exploration. Briefings in Bioinformatics, 14, 178–192.2251742710.1093/bib/bbs017PMC3603213

[pld3241-bib-0058] Van Hoewyk, D. (2016). Use of the non‐radioactive SUnSET method to detect decreased protein synthesis in proteasome inhibited Arabidopsis roots. Plant Methods, 12, 20.2698943010.1186/s13007-016-0120-zPMC4794914

[pld3241-bib-0059] Wallace, E. W. , Kear‐Scott, J. L. , Pilipenko, E. V. , Schwartz, M. H. , Laskowski, P. R. , Rojek, A. E. , … Airoldi, E. M. (2015). Reversible, specific, active aggregates of endogenous proteins assemble upon heat stress. Cell, 162, 1286–1298.2635998610.1016/j.cell.2015.08.041PMC4567705

[pld3241-bib-0060] Walter, P. , & Ron, D. (2011). The unfolded protein response: From stress pathway to homeostatic regulation. Science, 334, 1081–1086.2211687710.1126/science.1209038

[pld3241-bib-0061] Weber, C. , Nover, L. , & Fauth, M. (2008). Plant stress granules and mRNA processing bodies are distinct from heat stress granules. The Plant Journal, 56, 517–530.1864396510.1111/j.1365-313X.2008.03623.x

[pld3241-bib-0062] Wheeler, J. R. , Jain, S. , Khong, A. , & Parker, R. (2017). Isolation of yeast and mammalian stress granule cores. Methods, 126, 12–17.2845797910.1016/j.ymeth.2017.04.020PMC5924690

[pld3241-bib-0063] Wheeler, J. R. , Matheny, T. , Jain, S. , Abrisch, R. , & Parker, R. (2016). Distinct stages in stress granule assembly and disassembly. eLife, 5, e18413.2760257610.7554/eLife.18413PMC5014549

[pld3241-bib-0064] Wickham, H. (2016). ggplot2: Elegant graphics for data analysis. New York, NY: Springer‐Verlag ISBN 978‐3‐319‐24277‐4, Retrieved from https://ggplot2.tidyverse.org

[pld3241-bib-0065] Yan, W. , Frank, C. L. , Korth, M. J. , Sopher, B. L. , Novoa, I. , Ron, D. , & Katze, M. G. (2002). Control of PERK eIF2alpha kinase activity by the endoplasmic reticulum stress‐induced molecular chaperone P58IPK. Proceedings of the National Academy of Sciences of the United States of America, 99, 15920–15925.1244683810.1073/pnas.252341799PMC138540

[pld3241-bib-0066] Zhang, Y. , Wang, Y. , Kanyuka, K. , Parry, M. A. , Powers, S. J. , & Halford, N. G. (2008). GCN2‐dependent phosphorylation of eukaryotic translation initiation factor‐2alpha in Arabidopsis. Journal of Experimental Botany, 59, 3131–3141.1860361510.1093/jxb/ern169PMC2504353

# Supplementary material for: Control of translation during the unfolded protein response in maize seedlings: Life without PERKs
**Source:** Plant Direct. 2020 Jul 30;4(7):e00241. doi: 10.1002/pld3.241
**Supplement:** Supplementary file 1 — Fig S1‐S3‐Table S1

## Slide 1

Figure S1. Size distribution of mapped reads in the riboseq and RNAseq analyses. Mean cDNA sequence length was 32-34 bp with a shoulder at ~30 bp for the ribosome-protected fragments (RPFs) and about 31bp for the fragmented cDNAs in the RNAseq analysis.
Suppl. Fig. 1

## Slide 2

Pearson correlation coefficients between replicates
Figure S2. Pearson correlation coefficients between replicates. Duplicate samples at the three timepoints for riboseq and RNAseq analyses were compared.
Suppl. Fig.2

## Slide 3

bZIP60s
BIP2
CNX
 Untreated TM (6h)
Figure S4. UPR canonical gene expression in maize leaf protoplasts as analyzed by RT-PCR in untreated versus 6 hr TM-treated protoplasts.
Suppl. Fig. 3

## Slide 4

Table S1
Sequence of primers used: in RT-qPCR:
BIP2 F: GTCGGAGAAGATCACGATCAC
BIP2 R: CTTCACCTTCTTGTCCTCCTC
PDI 1-1 F:  GTCGCTTGGTTGAAGGAGTA
PDI 1-1R: CACCTTAACAGGCTCATTGTTG
PDI 2-3 F: GCAAGTACAAGGTGGAAGG
PDI 2-3 R: CCAACTGCTCCAATGCAAAG
Der F: TGGTGCCATCTCACTATTGG
Der R: CTCTCGGCTCCAGACAT
ERD F: GGCCCGTCTCTTCATCTATTC
ERD R:  TACCCGTTTGGAGAATCTTGG
Tub-R: CCTGGAGACCAGTGCAATTAT
Ubi F: ATCTTCGTGAAGACGCTGAC
Ubi R: GATGCCTTCCTTGTCCTGTATC
PAB2FpAsc: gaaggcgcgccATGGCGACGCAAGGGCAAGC ( 5’-3’)
PAB2RpXba: agtctagaGCTGGAGACGACGCCATCATT
Suppl. Table 1

# Supplementary material for: Control of translation during the unfolded protein response in maize seedlings: Life without PERKs
**Source:** Plant Direct. 2020 Jul 30;4(7):e00241. doi: 10.1002/pld3.241
**Supplement:** Supplementary file 2 — Supplementary Methods

Supplemental Methods file 1

Statistical Method

Suppose that the experiment measures G genes. Let Y_{gijk} denote read count data from gene g , i^{th} protocol, j^{th} time point, and k^{th} biological replicate, where $i = 1, 2$ correspond to RPF sample and mRNA sample respectively. Note that each biological replicate provides two samples, one generating ribo-seq measurements and the other generate whole transcriptome (mRNA-seq) measurements. Here we consider a comparison between two conditions, and assume n replicates in each condition, i.e., $j = 1, 2$, $k = 1, \dots, n$.

Bayesian Modeling Pipeline

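In each lysate, genes without a single count were more frequent in the ribo-seq than in the RNAseq library. Of the 34686 genes counted in any library, 14.3 to 28.3% were at 0 in a ribo-seq library and 10.2 to 21.1% in an RNAseq library. The share followed depth within the ribo-seq libraries at its ends, with 28.3% in the library of 1667094 counts and 14.3% in that of 12328304 counts. The 4 UPR genes to which the paper gives a complete locus identifier (BIP2, PDI-2, Derlin 1 and ERDJ3a) were far from 0, with 66 or more counts in each of the 12 libraries.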

In the development of our modeling framework, we use zero-inflated Poisson distribution to model RPF count data Y_{g1jk} , for dealing with the excess of zeros. Let Z_{g1jk} be independently distributed with a binary probability mass function having parameter p_{g1jk} . Z_{g1jk} is used to specify which mixture component the observed count data Y_{g1jk} comes from. Take the Y_{g1jk} 's to be independent with conditional distributions given $Z_{g1jk} = 1$ that are Poisson distribution with parameter λ_{g1jk} . The distribution of Y_{g1jk} can be expressed as

$$\begin{aligned} Z_{g1jk} | p_{g1jk} &\overset{ind}{\sim} \text{Bernoulli}(p_{g1jk}) \\ Y_{g1jk} | Z_{g1jk}, \lambda_{g1jk} &\overset{ind}{\sim} \begin{cases} 0, & \text{if } Z_{g1jk} = 0 \\ \text{Poisson}(\lambda_{g1jk}), & \text{if } Z_{g1jk} = 1. \end{cases} \end{aligned} \quad (1)$$

The parameter p_{g1jk} is the probability of Y_{g1jk} coming from Poisson part, which may vary depending on the sequencing depth and gene g . Thus we consider a logistic relation modeled as follows,

$$\text{logit}(p_{g1jk}) = \beta_g \cdot S_{1jk}, \quad (2)$$

where S_{1jk} is the normalization factor that adjusts for sequencing depths variation and potentially other technical effects across the replicates.

For RNA-seq read count data Y_{g2jk} , we assume it follows a regular Poisson distribution with true expression mean parameter λ_{g2jk} , i.e.,

$$Y_{g2jk} \sim \text{Poisson}(\lambda_{g2jk}).$$

For both mRNA and RPF samples, λ_{gijk} represents the expression mean of k^{th} replicate of j^{th} time point in i^{th} protocol of gene g . We can express expectations on read counts λ_{gijk} as a function of normalization factor S_{ijk} , baseline quantity related to RPF abundance λ_g in the first time point, a quantity u_{gi} that relates the protocol difference between mRNA and RPF, a quantity t_{gj} that relates the fold change between two time points, a quantity w_{gij} that captures the effect of the time on translation, and a quantity b_{gjk} that relates to the pairing signal between RNA and RPF. In particular, the expected expression mean λ_{gijk} is modeled as below,

$$\lambda_{gijk} = S_{ijk} \cdot \lambda_g \cdot u_{gi} \cdot t_{gj} \cdot w_{gij} \cdot b_{gjk}, \quad (3)$$

where S_{ijk} is the normalization factor of k^{th} replicate of j^{th} time point in i^{th} protocol; λ_g is the normalized expression mean baseline for $i = j = 1$ (RPF sample in the first condition); u_{gi} is the fold change between two protocols with $u_{g1} = 1$; t_{gj} is fold change between two time points with $t_{g1} = 1$; w_{gij} is the fold change between the translation efficiency of two time points, with $w_{g11} = w_{g12} = w_{g21} = 1$; b_{gjk} denotes the one-to-one correspondence between RPF and mRNA samples, which is considered to be random. Note that the expression (3) is equivalent to a log-linear model if we express both sides in log scale, and the term w_{gij} corresponds to the interaction between protocol and time, which is of main interest.

Differential translation can be characterized by the dissimilarity between the changes in mRNA and RPF expressions across the two conditions. This is equivalent to determining whether the parameter w_{g22} in our model (3) differs significantly from 1. And the corresponding hypothesis test is

$$H_{w0}^g : w_{g22} = 1 \quad \text{vs.} \quad H_{w1}^g : w_{g22} \neq 1 \quad (4)$$

for each gene g .

We assume a hierarchical model for the gene-specific parameters $(\beta_g, \lambda_g, u_{g2}, t_{g2}, w_{g22}, b_{gjk})$ mentioned in equations (2) and (3). Since the simple null hypothesis we are most interested in is w_{g22} 's $H_{w0}^g : w_{g22} = 1$, and often times biologists are also interested in the differential expression analysis for RPF data between the two time points, which corresponds to testing whether the parameter t_{g2} differs significantly from 1, so a mixture of a point-mass at 1 and a Gamma distribution (due to conjugacy) is used as the hierarchical model for w_{g22} and t_{g2} . Again, we use Gamma distribution as the prior distribution for λ_g , u_{g2} and b_{gjk} because of their conjugacy,

$$\begin{aligned}
& \beta_g | \eta_\beta, \sigma_\beta^2 \stackrel{iid}{\sim} N(\eta_\beta, \sigma_\beta^2) \\
\text{Baseline: } & \lambda_g | \alpha_\lambda, \gamma_\lambda \stackrel{iid}{\sim} \text{Gamma}(\alpha_\lambda, \gamma_\lambda) \\
\text{Protocol: } & u_{g2} | \alpha_u, \gamma_u \stackrel{iid}{\sim} \text{Gamma}(\alpha_u, \gamma_u) \\
\text{Treatment: } & t_{g2} | \pi_{t1}, \alpha_t, \gamma_t \stackrel{iid}{\sim} \pi_{t1} \delta_{\{1\}} + (1 - \pi_{t1}) \text{Gamma}(\alpha_t, \gamma_t) \\
\text{Translation Efficiency: } & w_{g22} | \pi_{w1}, \alpha_w, \gamma_w \stackrel{iid}{\sim} \pi_{w1} \delta_{\{1\}} + (1 - \pi_{w1}) \text{Gamma}(\alpha_w, \gamma_w) \\
\text{Pairing: } & b_{gjk} | \alpha_b \stackrel{iid}{\sim} \text{Gamma}(\alpha_b, \alpha_b). \tag{5}
\end{aligned}$$

For computational convenience, we assume all the gene-specific parameters in (5) to be independent.

To formulate our problem of interest more clearly, we introduce latent variables Z_{gt} and Z_{gw} to denote which mixture component the time effect t_{g2} or translational efficiency change w_{g22} come from,

$$\begin{aligned}
Z_{gt} & \sim \text{Bernoulli}(1 - \pi_{t1}), \\
Z_{gw} & \sim \text{Bernoulli}(1 - \pi_{w1}), \tag{6}
\end{aligned}$$

where π_{t1} and π_{w1} denote the chance that time effect and translation efficiency effects equal to 1. Thus, for each gene g , our main focus becomes

$$H_{w0}^g : Z_{gw} = 0 \quad \text{vs.} \quad H_{w1}^g : Z_{gw} = 1. \tag{7}$$

Markov Chain Monte Carlo Simulation

There are $(11 + 2G)$ unknown parameters of interest in our model,

$$\Theta = \{\eta_\beta, \sigma_\beta^2, \alpha_\lambda, \gamma_\lambda, \alpha_u, \gamma_u, \alpha_t, \gamma_t, \alpha_w, \gamma_w, \alpha_b, \mathbf{t}_{g2}, \mathbf{w}_{g22}\}.$$

The data likelihood function with observed data $\mathbf{Y} = \{Y_{1111}, Y_{1112}, \dots, Y_{G222}\}$ is

$$\begin{aligned}
L(\Theta | \mathbf{Y}) = & \prod_{g=1}^G \prod_{j=1}^2 \prod_{k=1}^2 \left\{ [1 - p_{g1jk}]^{(1-Z_{g1jk})} \cdot [p_{g1jk} \cdot f_{\text{Poi}}(y_{g1jk}; \lambda_{g1jk})]^{Z_{g1jk}} \right\} \\
& \times \prod_{g=1}^G \prod_{j=1}^2 \prod_{k=1}^2 \{ f_{\text{Poi}}(y_{g2jk}; \lambda_{g2jk}) \} \\
& \times \prod_{g=1}^G \{ f_N(\beta_g; \eta_\beta, \sigma_\beta^2) \} \\
& \times \prod_{g=1}^G \{ f_{\text{Gamma}}(\lambda_g; \alpha_\lambda, \gamma_\lambda) \} \\
& \times \prod_{g=1}^G \{ f_{\text{Gamma}}(u_{g2}; \alpha_u, \gamma_u) \} \\
& \times \prod_{g=1}^G \left\{ [\pi_{t1}]^{(1-Z_{gt})} \cdot [(1 - \pi_{t1}) f_{\text{Gamma}}(t_{g2}; \alpha_t, \gamma_t)]^{Z_{gt}} \right\} \\
& \times \prod_{g=1}^G \left\{ [\pi_{w1}]^{(1-Z_{gw})} \cdot [(1 - \pi_{w1}) f_{\text{Gamma}}(w_{g22}; \alpha_w, \gamma_w)]^{Z_{gw}} \right\} \\
& \times \prod_{g=1}^G \prod_{j=1}^2 \prod_{k=1}^2 \{ f_{\text{Gamma}}(b_{gjk}; \alpha_b, \alpha_b) \}. \tag{8}
\end{aligned}$$

Here we propose a fully Bayesian analysis for the parameter estimation. For all unknown parameters in (5), due to either conjugacy or to reduce the complexity of computation of the posterior distribution, we assume independent non-informative priors as follows,

$$\begin{aligned}
\eta_\beta &\sim N(0, 10^4) \\
\sigma_\beta^2 &\sim \text{IG}(0.001, 0.001) \\
\alpha_\lambda, \alpha_u, \alpha_t, \alpha_w, \alpha_b &\stackrel{iid}{\sim} \text{Exp}(0.01) \\
\gamma_\lambda, \gamma_u, \gamma_t, \gamma_w &\stackrel{iid}{\sim} \text{Gamma}(0.1, 0.1) \\
\pi_{t1}, \pi_{w1} &\stackrel{iid}{\sim} \text{Unif}(0, 1).
\end{aligned} \tag{9}$$

After specifying the prior distributions, data will be used to update these prior distributions to obtain the posterior distributions for inference. Posterior inference in our proposed model is implemented by using Markov Chain Monte Carlo (MCMC) simulation (Tierney, 1994). Gibbs sampling (Geman and Geman, 1984) is the most commonly used tool to perform MCMC simulations for Bayesian hierarchical models. We applied MCMC Gibbs sampling method with Rjags to implement posterior inference.

From Bayesian inference, our null hypothesis or any quantities of interest could be easily obtained from the posterior distribution. For example, our null hypothesis of differential translation could be assessed through the posterior probability $p_g = Pr(Z_{gw} = 0 | \mathbf{Y})$ for each gene g . In addition to the simple hypothesis testing problem, we could also applied our method to do other kinds of hypothesis testing, such as to test whether the fold change is within a certain interval or not.

Bayesian FDR Control

In ribo-seq studies, a large number of hypotheses are simultaneously tested, each relating to a gene. Hence, multiple testing procedures that control the number of false significant results is essential. False discovery rate (FDR) (Benjamini and Hochberg, 1995), defined as the expected proportion of false positives among the rejected hypotheses, has been the choice of error criterion in genomic studies.

The Bayesian version of FDR is an alternative way to estimate the FDR within the Bayesian framework. It has been proposed and discussed by several authors including Genovese and Wasserman (2003) and Newton *et al.* (2004). The Bayesian FDR can be obtained by using posterior probabilities of the null hypothesis. More specifically, for the analysis of translational efficiency change, for each gene g , $g = 1, \dots, G$, we denote the posterior probability that g th null hypothesis is true by $v_g = P(w_{g22} \in \Delta_0 | \mathbf{Y}_g)$. If we are interested in detecting differential translated genes, with $\Delta_0 = \{1\}$, $P(w_{g22} \in \Delta_0 | \mathbf{Y}_g)$ is the posterior probability that g th gene is not differentially translated. $P(w_{g22} \in \Delta_0 | \mathbf{Y}_g)$ can

be estimated by the proportion of the posterior samples obtained from MCMC for gene g that falls into the null set Δ_0 , i.e.,

$$\hat{v}_g = \hat{P}(w_{g22} \in \Delta_0 | \mathbf{Y}_g) = \frac{1}{N} \sum_{m=1}^N I(w_{g22}^m \in \Delta_0 | \mathbf{Y}_g),$$

where N is the number of posterior samples. Then the posterior probability which the g^{th} gene is differentially translated is estimated through $1 - \hat{v}_g$. We reject H_{w0}^g if the estimated posterior probability $\hat{v}_g$ is smaller than a critical value c^* . The critical value c^* is chosen based on controlling the FDR below a target level γ , for example, 0.05, i.e.,

$$c^* = \sup\{c : \widehat{FDR}(c) < \gamma\},$$

where

$$\widehat{FDR}(c) = \frac{\sum_{g=1}^G \hat{v}_g I(\hat{v}_g < c)}{\sum_{g=1}^G I(\hat{v}_g < c)}.$$

So the Bayesian FDR controlled at level γ can be calculated by

$$\widehat{BFDR}(\gamma) = \frac{\sum_{g=1}^G \hat{v}_g I(\hat{v}_g < c^*)}{\sum_{g=1}^G I(\hat{v}_g < c^*)}.$$

Literature Cited

- Benjamini, Y., Hochberg, Y. (1995). Controlling the false discovery rate: a practical and powerful approach to multiple testing. *J. R. Stat. Soc. B*, 57, 289–300.
- Geman, S., Geman D. (1984). Stochastic Relaxation, Gibbs distributions, and the Bayesian Restoration of ./figure. *Pattern Analysis and Machine Intelligence, IEEE Transactions*, 6, 721–741.
- Genovese, C., Wasserman, L. (2003). Bayesian and Frequentist Multiple Testing. *Bayesian Statistics*, 7, 145–161.
- Newton, M. A., Noueiry, A., Sarkar, D., Ahlquist, P. (2004). Detecting Differential Gene Expression with a Semiparametric Hierarchical Mixture Method. *Biostatistics*, 5, 155–176.
- Tierney L. (1994). Markov Chains for Exploring Posterior Distributions. *The Annals of Statistics*, 22(4), 1701–1728.

How the deposited data were processed for this re-analysis (not part of the article)

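RNA abundance and ribosome occupancy were measured in roots of B73 maize seedlings after 0, 6 and 12 hr of treatment with 5 µg/ml TM. There were 2 biological replicates per time point, and each of the 6 lysates gave 1 RNAseq and 1 ribo-seq library, 12 libraries in all. Time point, replicate and library type were taken from the sample labels and the paper's methods. The mock-treated roots that the methods mention were not analysed here, so no comparison between time points separates TM from time in culture. The labels give a younger seedling age than the methods.

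The authors made the deposited counts as follows. According to their methods and the submitters' processing notes, which name FastQC, cutadapt 1.16, Bowtie 1.2 and SAMtools, adapters and random end bases were trimmed, reads were selected by length, reads from noncoding RNA were removed, and the rest were mapped to the coding sequences of B73 RefGen_v4. Transcript counts were added up to gene counts. Reads that map equally well to several genes were kept once, so near-identical genes such as the BIP copies may share counts. The ribo-seq libraries were sequenced again in further lanes because of low depth, and no removal of PCR duplicates is stated, so counting error may understate the true error. The deposited file holds raw counts, without normalization, for 39498 genes, of which 34686 had a count in at least 1 library. There were 0 columns of values left unused.

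Depth was uneven. The RNAseq libraries held 2019128 to 9861654 counts and the ribo-seq libraries 1667094 to 12328304, and the duplicates of a time point differed in depth by up to 4.50 times (ribo-seq at 6 hr). A library had 59 to 445 counts of actin, the gene used for scaling, so actin counting error shifts all genes of a library together.

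Libraries were scaled to equal actin counts, as the paper's methods state for the original tests. Changes in RNA were tested over the 6 RNAseq libraries and changes in RPFs over the 6 ribo-seq libraries with edgeR 4.0.16 (glmQLFit and glmQLFTest, R 4.3.3), time point as the factor. Genes had to pass edgeR's filterByExpr with its default settings, which left 23721 genes for RNA and 20414 for RPFs. Translation efficiency was tested in 1 edgeR quasi-likelihood model of all 12 libraries with the lysate, the library type and the interaction of library type with time point, over the 20055 genes that passed both filters. Adjusted p-values follow Benjamini and Hochberg, with a threshold of 0.05, and the standard error of a log2 change is its size divided by the square root of the F statistic. In the RPF fit with actin scaling, p-values equal normal tail areas, so a gene's own spread between duplicates hardly enters them. Fitted log2 changes use a prior count of 0.125. Changes within a replicate number used a pseudocount of 0.5. The pairing of RNA and RPF libraries by lysate comes from the paper. It was checked on the differences between duplicates over 13800 genes: the correlation across genes between the RNA difference and the RPF difference of the same lysates was 0.416 at 0 hr, 0.0185 at 6 hr and 0.473 at 12 hr, and between different time points it was -0.234 to 0.106.

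The tests were run on simulated data before use. With 200 genes changed at known sizes, edgeR found 84 of 100 genes changed 4-fold and 30 of 100 changed 2-fold in RNA at 12 against 0 hr (19913 genes, 8 false calls), and 91 and 22 of 100 in RPFs (19599 genes, 11 false calls). For translation efficiency it found 53 and 1 of 100 (19474 genes, 4 false calls). Actin was simulated without error, RNA and RPF counts of a lysate were drawn independently, and the changed genes were well counted ones. The power in the real libraries may thus differ.

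The main settings, the alternatives and the rule for the genes named were written before the data were examined, and alternatives added later are identified in the closing section. The rule names each gene to which the paper gives a complete locus identifier, and the genes with the largest change past the test with a mean of at least 50 counts and every 12 hr library on the same side of every 0 hr library. It also asked for an annotated product, which had to be dropped because no table used here pairs these identifiers with names, and at most 2 identifiers per direction are printed for that reason. PDI-1, whose identifier is printed incomplete, is not reported. Alternatives were TMM, total count and alpha tubulin 3 scaling, other filters on low counts, leaving out each replicate, DESeq2 1.42.0, limma 3.58.1 (voom), a test with counting error alone, the replicate number as a block, and the 0 and 12 hr libraries alone. Planned tests of gene lists, gene ontology and other reference genes were not run for want of gene names. The paper's Bayesian model was not refitted.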

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

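The paper reports its genome-wide comparison for 12 against 0 hr, and comparisons with the 6 hr libraries gave further calls. Chance alone gives an unadjusted p under 0.05 in about 1186 genes in RNA, 1021 in RPFs and 1003 in translation efficiency. Counts at that threshold over all genes, here and below, are to be read against these numbers. In RPFs the main fits lay below it, with 741 (6 against 0 hr), 548 (12 against 0 hr) and 422 (12 against 6 hr). RNA also lay below it at 6 against 0 hr (1013) and 12 against 6 hr (1167). So did translation efficiency at 12 against 6 hr (336). At 6 hr against 0 hr, 22 genes had changed in RNA (21 higher and 1 lower) and 55 in RPFs (13 higher and 42 lower) by edgeR's quasi-likelihood test. In RNA, BIP2, PDI-2 and ERDJ3a were among the 21, and 9 genes rose in both RNA and RPFs, where independent lists would share 0.0136. RNA and RPF libraries share lysates, so part of this overlap may come from differences between lysates. With actin scaling in edgeR, the RPF p-values hardly hold a gene's own spread between duplicates and may understate the error. The fall in RPFs was not present under every setting: alpha tubulin 3 scaling gave 8 genes higher and 22 lower, TMM gave 13 genes higher and 0 lower in edgeR (792 genes at an unadjusted p under 0.05 in either direction), 7 of them shared with actin scaling, and DESeq2 gave 6 higher and 0 lower with the actin factors (549 at an unadjusted p under 0.05) and 54 higher and 9 lower with its own. In RPFs, 16 genes were higher and 0 lower without 0 hr replicate 1, and 11 were higher and 655 lower without 0 hr replicate 2, so with actin scaling in edgeR the fall is seen only with 0 hr replicate 1 included. Without 6 hr replicate 1, 6 hr replicate 2, 12 hr replicate 1 or 12 hr replicate 2, 4, 3, 4 or 6 genes were higher and 6, 10, 25 or 25 lower. In RNA, 179 genes were higher and 15 lower without 0 hr replicate 1, 80 higher and 372 lower without 0 hr replicate 2, and 17 higher and 24 lower without 6 hr replicate 2.

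A direct comparison of the TM time points, 12 against 6 hr, gave 10 genes whose RPFs differed (9 higher and 1 lower at 12 hr), and 0 in RNA in edgeR (1167 at an unadjusted p under 0.05, with 2 by DESeq2 with the actin factors and 11 with its own). In RNA, leaving out 0 hr replicate 1, 0 hr replicate 2 or 6 hr replicate 2 gave 144, 148 or 5 genes. With TMM scaling the RPF count was 0 in edgeR (544 at an unadjusted p under 0.05), and DESeq2 gave 0 with the actin factors and 9 with its own (2 higher and 7 lower), of which 2 were shared. Leaving out 6 hr replicate 1 gave 0 in edgeR (196 at an unadjusted p under 0.05), and leaving out 6 hr replicate 2, 12 hr replicate 1 or 12 hr replicate 2 gave 2, 5 or 3 genes in RPFs.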

How the results depend on the processing

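Ratios of covariances, other combinations of disjoint libraries and slopes within 1 replicate were chosen after seeing the data. The rise in RNA of BIP2, PDI-2 and ERDJ3a at 12 hr passed the test under all 15 alternatives run for each, and that of Derlin 1 under 13 of 15. The median log2 change in RNA of 0.51 became 0.000135 with TMM, 0.0129 with total counts, 0.150 with alpha tubulin 3 and 0.25 to 0.81 without 1 replicate, and that in RPFs of -0.01 became 0.145 with alpha tubulin 3 and -0.38 to 0.49 without 1 replicate. The SD between replicates (0.722 and 0.753) is wider than both medians, so staying within it shows no stability. The lowest Pearson's r between duplicates (0.949) was 0.944 on the log2 scale and 0.948 without the 10 genes with the largest counts, and that of the 0 hr ribo-seq libraries was 0.968 on the log2 scale. The overlap of RNA and RPF calls was 23 genes, 23 among those over 2-fold and 26 with TMM. With these depths, 2 lysates per time point and actin without error, 4-fold changes were found in 53 of 100 simulated genes in translation efficiency. The number was 84 in RNA and 91 in RPFs. RNA and RPF counts of a lysate were drawn independently there. That by itself lowers the power for translation efficiency where RNA and RPF counts of a lysate vary together. Causes of the shifts below were not tested. Leaving out a replicate leaves 1 library in its group, which is assumed to vary like the others.

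At 12 against 0 hr, edgeR called 69 genes in RNA (66 higher, 3 lower). TMM gave 76 (40 higher, 36 lower), total counts 84 (45 and 39), alpha tubulin 3 65 (47 and 18), no filter on low counts 340, DESeq2 with actin factors 250 and with its own 249 (146 lower), the 0 and 12 hr libraries alone 58 (47 and 11), and leaving out 1 replicate 23 to 3257 (147 and 113 without 0 hr replicate 2). For RPFs the 57 calls (28 higher, 29 lower) became 35 with TMM (29 and 6), 36 with total counts (30 and 6), 40 with alpha tubulin 3 (26 and 14), 36 with at least 10 counts in every library, 33 (25 and 8) and 99 (69 and 30) with DESeq2 and actin or its own factors, 24 with the 0 and 12 hr libraries alone, and 10 to 182 without 1 replicate (176 and 6 without 0 hr replicate 1, 10 and 86 without 0 hr replicate 2). For translation efficiency edgeR called 0 (3031 at an unadjusted p under 0.05), against 40 without a filter, 11 and 0 with DESeq2 and actin or its own factors, 9789 with counting error alone, 1 with limma voom and 0 to 9 without 1 replicate.

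At 6 against 0 hr, the 22 RNA calls (21 higher, 1 lower) became 26 with TMM (21 and 5), 39 with total counts (31 and 8), 150 without a filter (64 and 86), 55 (42 and 13) and 142 (66 and 76) with DESeq2 and actin or its own factors, and 16 to 452 without 1 replicate (80 and 372 without 0 hr replicate 2). The 55 RPF calls (13 higher, 42 lower) became 13 with TMM and 14 with total counts (0 lower in both), 30 with alpha tubulin 3, 29 with at least 10 counts, 6 with DESeq2 and actin factors, 63 with its own (54 and 9), and 10 to 666 without 1 replicate (16 and 0 without 0 hr replicate 1, 11 and 655 without 0 hr replicate 2). For translation efficiency the 0 calls of edgeR (1511 at an unadjusted p under 0.05) became 1 without a filter, 1 and 0 with DESeq2 and actin or its own factors, 0 with limma voom, 6302 with counting error alone and 0 to 1 without 1 replicate. At 12 against 6 hr, the 0 RNA calls of edgeR (1167 at an unadjusted p under 0.05) became 41 without a filter, 2 and 11 with DESeq2 and actin or its own factors, and 0 to 148 without 1 replicate. The 10 RPF calls became 0 with TMM (544 at an unadjusted p under 0.05), 0 with total counts (541), 0 with DESeq2 and actin factors (268), 9 with its own (2 higher, 7 lower), 4 with at least 10 counts and 0 to 8 without 1 replicate. For translation efficiency the 0 calls (336 at an unadjusted p under 0.05) became 3889 with counting error alone, 0 with DESeq2 and limma voom, and 0 to 1 without 1 replicate.

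The replicate numbers were not taken to pair the time points, since the sources name no such pairing and the duplicates' differences followed the number in 2 of 6 comparisons, both in RPFs: across genes they correlated at -0.303 (0 and 12 hr), -0.0981 (0 and 6 hr) and 0.0950 (6 and 12 hr) in RNA and at -0.000151, 0.310 and 0.407 in RPFs. With the replicate number as a block, RNA gave 26, 10 and 0 genes and RPFs 35, 24 and 2 genes for 12 against 0, 6 against 0 and 12 against 6 hr, and 530 genes had an unadjusted p under 0.05 in RNA at 12 against 6 hr. Without the lysate as a block, translation efficiency gave 0 genes in each comparison (551, 255 and 42 at an unadjusted p under 0.05).

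The median log2 change in translation efficiency of -0.45 became 0.0145 with TMM, -0.0116 with total counts, -0.0483 with alpha tubulin 3 and -0.64 to -0.29 without 1 replicate. The slope of the RPF change on the RNA change (0.361) was -0.0126 and -0.00252 with the changes from different replicates, whose RNA changes are nearly unrelated (r = 0.00559), 0.433 with at least 10 and 0.598 with at least 100 counts, and 0.224 to 0.437 without 1 replicate. Added combinations gave 0.192 and 0.0478, and ratios of covariances -2.38, -0.426, 0.746 and 0.247. The slope for translation efficiency (-0.62) was -0.0179 and -0.00843 with the changes from different replicates, -0.56 with at least 10 and -0.40 with at least 100 counts, and -0.78 to -0.55 without 1 replicate. Added settings gave -0.68 within replicate 1, -0.0653 and -0.145 in the other combinations, and ratios of covariances of -3.38, -1.43, -0.25 and -0.75.

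Among the UPR genes, the RPF rise of PDI-2 at 12 hr passed the test with TMM, with total counts, with both DESeq2 settings and without 0 hr replicate 1, and that of Derlin 1 with both DESeq2 settings and without 0 hr replicate 1. At 6 hr, the RPF rise of BIP2 was lost in edgeR's test without 6 hr replicate 1 (adjusted p = 0.465), 6 hr replicate 2 (0.222) or 12 hr replicate 1 (0.0567), and the RNA rise of Derlin 1 passed under 7 of 14 alternatives. The tests of gene lists, gene ontology and other reference genes were not run.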

Differences from the paper's values

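The slope of the log2 change in translation efficiency on the log2 change in RNA at 12 against 0 hr was -0.62 here, and the paper's line in Fig. 3d has a slope of about -0.36, read by eye. None of the 12 alternatives set before the data were examined came within the spread between replicates (0.0381) of the paper's slope. The nearest was -0.40 for genes with at least 100 counts in every library. It missed only narrowly, and the paper's slope is an eye reading, so for that setting a difference is not settled. The slope of the log2 change in RPFs on that in RNA was 0.361 here and about 0.39 in Fig. 3c, read by eye, which is within the spread between replicates (0.0381), and its R2 was 0.165 here and about 0.18 in Fig. 3c, read by eye, also within that spread (0.0594). With the same changes in both regressions, the slope for translation efficiency is that for RPFs minus 1. This holds nearly for the slopes here and not for those of the paper's lines. The paper assessed translation efficiency with a Bayesian model and RNA and RPFs with edgeR, so its lines need not follow that relation. The R2 of the regression on translation efficiency (0.376) and the correlations between duplicates (0.95 to 0.99 in RNAseq and 0.95 to 0.97 in ribo-seq at 2 decimals) match the numbers printed in Fig. 3d and Fig. S2.

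The paper counts a large group of genes, the canonical UPR genes of Fig. 3d among them, as significantly changed in translation efficiency by a Bayesian FDR. At an adjusted p under the paper's threshold of 0.05, 0 genes passed edgeR's quasi-likelihood test here (3031 at an unadjusted p under 0.05). Other tools and settings gave 11 genes (DESeq2 with actin factors), 0 (DESeq2 with its own size factors), 1 (limma voom) and 40 (edgeR without a filter on low counts), with 9 or 1 when 12 hr replicate 1 or 0 hr replicate 1 was left out. The binomial likelihood ratio test with counting error alone, set before the data were examined, called 9789 genes. In it, BIP2 had a log2 change of -0.25, PDI-2 of -0.87, Derlin 1 of -1.15 and ERDJ3a of -0.38, and all 4 passed (adjusted p at most 0.00267 from that test), as did PAB2 and alpha tubulin 3. The paper's model also takes Poisson counts, with zero inflation and priors that this test lacks, and with a pairing term. This test uses the pairing by comparing RPF with RNA counts within each lysate.

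The legend of Fig. 3d states that many of its marked canonical UPR genes, which are those with significant changes in translation efficiency, lie lower in it than nearly all other genes. The 4 UPR genes with a complete identifier were not chosen by that criterion, and none of them passed edgeR's test in translation efficiency here. Of these, PDI-2 and Derlin 1 lay at the percentiles 14.0 and 14.2 of all genes tested, counted from the lowest, and BIP2 and ERDJ3a at 50.7 and 59.2. In RNA the 4 genes lay at the percentiles 98.5 to 99.6, above most genes as the paper states. By qRT-PCR at 12 hr against mock (Fig. 5a), the paper found polysomal mRNA of BIP2, PDI-2 and ERDJ3a unchanged or somewhat lower. RPFs here were 4.91-, 3.06- and 9.19-fold higher at 12 than at 0 hr, and PDI-2 did not pass the test. The baseline, the standard and the method differ, so these values are not directly comparable.

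The discussion places a burst of UPR transcription between 6 and 12 hr, and the introduction takes such a burst from the authors' earlier transcriptome study. The log2 change in RNA of the 4 genes was 1.94 to 3.22 from 0 to 6 hr and 0.30 to 0.45 from 6 to 12 hr, where none of them passed edgeR's test. At 6 hr Derlin 1 did not pass it either, and the other UPR genes were not examined.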

Other observations

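Of the tests below, those on scaling and on differences between lysates were chosen only after the results were seen, as were the pooling of slopes over 4 combinations of libraries, the contrasts between duplicates and the correlations at a minimum count.

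The file holds 174 genes under another form of identifier than the rest. In RNAseq they took 3.70 to 5.77% of the counts of a library and in ribo-seq 0.321 to 0.656%. From 0 to 12 hr the median log2 change of the 166 tested in RNA was 0.80, against 0.51 for all genes. Over the 76 tested in translation efficiency it was -1.01, against -0.45, and none of them passed edgeR's test in RNA (66 at an unadjusted p under 0.05) or translation efficiency (34). What these genes code for is not given in the sources used here.

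Translation efficiency relative to actin had a median log2 change of -0.45 at 12 against 0 hr. If actin had changed and not most other genes, another standard would give a median near 0, and alpha tubulin 3 gave -0.0483 at 12 hr but -0.26 at 6 against 0 hr, where actin gave -0.32. A lower translation efficiency of most mRNAs, alpha tubulin 3 included, would give the same value, and TMM (0.0145) centres both library types and so cannot decide. With TMM, actin itself was at 0.45 in translation efficiency (standard error 0.32, unadjusted p = 0.170), within 2 standard errors of 0, so spread in the actin counts may also account for the shift. From these counts, a change in actin, spread in its counts and a change in most mRNAs cannot be told apart without a spike-in or several standards. The paper also reports little change in global translation from polysome profiles and SUnSET assays, which were not set against these counts.

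The change in translation efficiency was lower in genes with a larger change in RNA. Error in the RNA change would give such a slope by itself, and a slope free of shared error, pooled over 4 combinations of disjoint libraries, was -0.56 with an SD of 1.37 over the 4 values. All 4 lie below -0.2, which was set as a bound against this explanation, but their spread is wider than the distance to the bound because the RNA changes of disjoint libraries correlate weakly (0.00559 and 0.223), while duplicates alone, with no treatment, gave -0.64 and -0.75. For lower translation efficiency of induced genes, 100 genes with the highest RNA change in replicate 1 had a median translation efficiency change in replicate 2 that was 0.0245 above that of all genes, and 0.271 above in the reverse direction. That test is void, since their RNA change in the other replicate was no higher than that of all genes (0.83 against 0.99 and -0.20 against 0.02), so error in RNA and a change in induced genes cannot be told apart here. On the scale of the contrasts between duplicates, 12 against 0 hr gave -0.66. A slope of that size thus arises without treatment and is by itself no evidence for a change in induced genes.

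The RNA changes from 0 to 12 hr of replicate 1 hardly followed those of replicate 2 across 20055 genes (r = 0.00559), and in the other disjoint combination of libraries r was 0.223. With at least 500 counts in every library (326 genes) r was 0.268 and 0.731. Noise arising separately in each library would leave the duplicates' RNA difference unrelated to their RPF difference, yet for the same lysates these correlated at 0.416 at 0 hr and 0.473 at 12 hr (0.0185 at 6 hr), against -0.234 to 0.106 for different time points. Noise of that kind is thus not the whole cause, and differences between the plants or lysates before the RNA and RPF libraries parted remain open and were not tested further. The SD of the RNA contrast across genes was 0.604 and 0.485 in the contrasts between duplicates and 0.607 for 12 against 0 hr.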
